# Transcriptomic Analysis of Short-Term Salt Stress Response in Watermelon Seedlings

**DOI:** 10.3390/ijms21176036

**Published:** 2020-08-21

**Authors:** Qiushuo Song, Madhumita Joshi, Vijay Joshi

**Keywords:** watermelon, salt stress, RNA-seq, amino acids, endocytosis

## Abstract

Watermelon (*Citrullus lanatus* L.) is a widely popular vegetable fruit crop for human consumption. Soil salinity is among the most critical problems for agricultural production, food security, and sustainability. The transcriptomic and the primary molecular mechanisms that underlie the salt-induced responses in watermelon plants remain uncertain. In this study, the photosynthetic efficiency of photosystem II, free amino acids, and transcriptome profiles of watermelon seedlings exposed to short-term salt stress (300 mM NaCl) were analyzed to identify the genes and pathways associated with response to salt stress. We observed that the maximal photochemical efficiency of photosystem II decreased in salt-stressed plants. Most free amino acids in the leaves of salt-stressed plants increased many folds, while the percent distribution of glutamate and glutamine relative to the amino acid pool decreased. Transcriptome analysis revealed 7622 differentially expressed genes (DEGs) under salt stress, of which 4055 were up-regulated. The GO analysis showed that the molecular function term “transcription factor (TF) activity” was enriched. The assembled transcriptome demonstrated up-regulation of 240 and down-regulation of 194 differentially expressed TFs, of which the members of ERF, WRKY, NAC bHLH, and MYB-related families were over-represented. The functional significance of DEGs associated with endocytosis, amino acid metabolism, nitrogen metabolism, photosynthesis, and hormonal pathways in response to salt stress are discussed. The findings from this study provide novel insights into the salt tolerance mechanism in watermelon.

## 1. Introduction

Soil salinization is recognized as a major problem for agricultural production and sustainability at a global level. The area of degraded saline soils has rapidly increased due to climate change and limited rainfall, posing a great challenge to global food security [1]. It is estimated that around 20% to 50% of irrigated land is salt-affected in arid and semi-arid regions [2,3,4]. Salt adversely impacts plant growth and development as it holds water and nutrients in the soil at high tension making these components unavailable for plants at the root zone. 

Watermelon (*Citrullus lanatus* L.) is a widely popular vegetable fruit crop for human consumption worldwide. Although China tops the watermelon production, it is grown widely across arid and semi-arid environments in the world. Watermelons can tolerate some degree of soil acidity [5] but grow best in non-saline sandy loam or silt loam soils. The research efforts to improve salt tolerance using conventional or transgenic breeding have had limited success due to the genetically and physiologically complex nature of salt-induced responses [3,6]. In watermelon, approaches such as salt-tolerant rootstocks [5,7,8] and agronomical practices [9,10] have been explored. Understanding the molecular mechanisms underscoring the salt stress response in model xerophyte plant species would contribute to finding conserved response cues in plants and identifying salt-tolerant traits [11,12,13]. Watermelon, being relatively tolerant of drought and salt stress, makes an excellent model crop to study salt stress-induced responses. There has been little research on transcriptome analysis to understand molecular regulation of salt stress-induced responses in watermelon. In the present study, we examined gene expression changes in watermelon seedlings due to short-term salt stress using RNA sequencing (RNA-seq) and discuss putative candidate genes and pathways associated with salt stress induced responses. The results from this study will provide a foundation to understand salt tolerance mechanisms and its exploitation to allow development of salt-tolerant watermelon cultivars.

## 2. Results

### 2.1. Validation of Salt Stress Treatment 

We studied how short-term exposure of watermelon seedlings to salt stress changed chlorophyll fluorescence parameters (as determined on dark-adapted and illuminated leaves) and amino acid metabolism. Six-week-old seedlings of the cultivar Crimson Sweet subjected to salt stress treatment were monitored for photosystem II (PSII) performance to measure the maximal quantum yield of PSII photochemistry (Fv/Fm) and the efficiency of excitation capture of the open PSII center (Fv’/Fm’) (Figure 1). Measurements of photosystem II efficiency showed a consistent reduction in the PSII efficiency (Qy) in both dark-adapted and illuminated leaf samples. The decrease in Qy in treated plants was much more rapid than the control ones over time. Early decrease in Qy in our experiment is consistent with reports showing inhibition of PSII activity due to salt stress [8,14,15]. In the light-adapted leaves, Qy of salt-stressed tissues was dramatically lower than that of control plants, confirming a negative effect on the quantum yield of PSII electron transport by salinity stress after seven hours of exposure.

During salt stress, plants accumulate high concentrations of compatible osmolytes, such as nitrogen-containing compounds, mainly amino acids. In this study, most free amino acids showed several-fold increases in response to salt stress implying that the accumulation of free amino acids is crucial to salt stress in watermelon (Figure 2). The changes in the percent of amino acids relative to the pool size are shown in Figure S1 (Supplementary Materials) and the absolute amounts of each amino acid in Table S1 (Supplementary Materials). The branched-chain amino acids (valine, Val; isoleucine, Ile; leucine, Leu), serine (Ser), and Asparagine (Asn) showed much higher fold change increases than glutamate (Glu) and glutamine (Gln). The relative proportion of most amino acids also increased in the leaves after salt stress, except Glu, Gln, tryptophan (Trp), and glycine (Gly). No significant changes were observed in the content of most amino acids in roots due to short-term salt stress (Table S1), implying their limited localized synthesis or transport. It has been suggested that high abundant amino acids (proline, Pro; Arginine, Arg; asparagine, Asn, Glu) are synthesized during abiotic stress, while the low abundant amino acids (BCAAs) accumulate due to increased protein turnover or degradation under conditions such as salt stress [16,17]. However, such an increase in amino acid accumulation through proteolysis happens to a lesser extent in salt stress than drought stress [18]. Consistent with the meta-analysis [1], we also observed a significant decrease in the proportion of Glu and Gln, which serve as precursors for the synthesis of Pro, citrulline (Cit), and Arg, as well as polyamines. There was a limited increase in terms of fold change or change in percent accumulation in Pro or Cit, which are a major drought stress-induced amino acids in watermelon leaves [19]. Our results are consistent with studies that showed non-overlapping patterns of amino acid accumulation in salt stress and drought stress as well as a smaller increase in Cit due to salt stress [20] than drought stress. 

### 2.2. Transcriptome Profiling of Salt-Stressed Seedlings 

To understand the transcriptomic changes due to salt stress, we performed RNA-seq analysis of seedlings exposed to salt stress. 

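The data are leaf transcriptomes of watermelon cv. Crimson Sweet, from seedlings 6 weeks old that stood for 7 h in 300 mM NaCl or in deionized water as control. Each treatment has 3 libraries, which the labels describe as separate plants. Part of the sample labels calls the treated libraries drought-stressed, and another part and the paper call them salt-treated; they are taken as salt-treated here. Genes with a mean of at least 0.5 FPKM over the 6 libraries were tested, 16638 in all. Fold changes compare salt with control on the log2(FPKM + 0.5) scale, which understates the change of weakly expressed genes, and p-values come from limma with Benjamini-Hochberg adjustment. In what follows a gene rose or fell when its adjusted p was below 0.05.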

A total of six libraries were sequenced using the Illumina HiSeq platform comprising three replicates each of the control and salt-treated plants. On average, 42.20 to 47.67 million paired-end raw reads were generated from leaf tissues in both treatments, of which more than 96% mapped to the reference watermelon genome (Supplementary Materials, Table S2). The RNA-seq dataset is accessible through GEO Series accession number GSE146087 (https://www.ncbi.nlm.nih.gov/geo/).

### 2.3. Identification of Differentially Expressed Genes (DEGs)

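The deposited table gives the FPKM value of 23568 genes in each library, 22545 with an identifier of the Charleston Gray annotation and 1023 added by the authors, and 4011 of the genes are at 0 in every library. FPKM divides a gene's fragments by its length and by the fragments of the library. Whole fragment counts and gene lengths fit all 19557 genes with a value, within 0.002 fragments or, where that is more, within 1e-07 of the count, and give the total behind each library's values. These totals were 20745820, 21258223 and 18838185 fragments in control replicates 1 to 3 (median 20745820) and 18979423, 19179114 and 20118169 in salt replicates 1 to 3 (median 19179114). The depths overlapped between treatments, and 1 fragment in a gene of 1 kb was worth 0.0470 to 0.0531 FPKM. The paper's Table S2 gives 42209548 to 47676316 reads per library, and a fragment is a pair of reads. The totals above were 95.1% to 95.7% of that table's uniquely mapped pairs in control and 91.2% to 93.6% in salt libraries.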

The relative expression levels of genes were evaluated as the fragment per kilobase of transcript sequence per millions base pairs sequenced (FPKM) values, calculated based on the uniquely mapped reads for under control or salt stress condition. 

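Salt changed the expression of a large part of the leaf transcriptome within 7 h. At an adjusted p below 0.05 from limma and an absolute log2 fold change above 1, 7045 of the 16638 genes tested were differentially expressed. In the values as deposited, 61.1% of all genes tested had no overlap between the 3 control and the 3 salt libraries. A shift of whole libraries can add to this share. The median ratio of a library to a reference library was 1.182 to 1.262 in control and 0.676 to 0.934 in salt libraries. The 10% expected by chance for 3 libraries against 3 assumes no such shift and is no reference here. Of the 7045 differentially expressed genes, 98.9% had no overlap, so that a lack of overlap in a gene named below adds little to its call. With the adjusted p alone, 7950 genes passed. Without 1 library at a time, the first count lay between 5153 and 6984.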

The RNA-seq data identified a total of 7622 differentially expressed genes in response to salt stress using comparative analysis when a cutoff of adjusted *p*-value (padj) < 0.05 and |log2fold change [L2fc]| > 1 were used. Out of the total DEGs, 4055 (53.2%) of those DEGs were up-regulated, while 3,567 (46.8%) of them were down-regulated. 

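In the FPKM values, 1944 of the differentially expressed genes (27.6%) were higher and 5101 (72.4%) lower in salt-treated leaves. The median log2 fold change of all genes tested was -0.57, so that a gene with this value kept its place among the others. Scaling each library by the median ratio to a reference library brought this median to -0.05 and gave 3235 genes (51.1%) higher and 3094 (48.9%) lower at the same limma thresholds. Rescaling each library to a common sum instead gave 2095 higher and 4601 lower, so the direction that holds more genes depends on which scaling is taken. Between the deposited values and median-ratio scaling, 5038 genes passed under both, and 0 of them changed direction; 2007 passed only as deposited and 1291 only after scaling. Quantile normalization of the log2 values gave 3066 genes higher and 3292 lower.

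**Figure D1:**
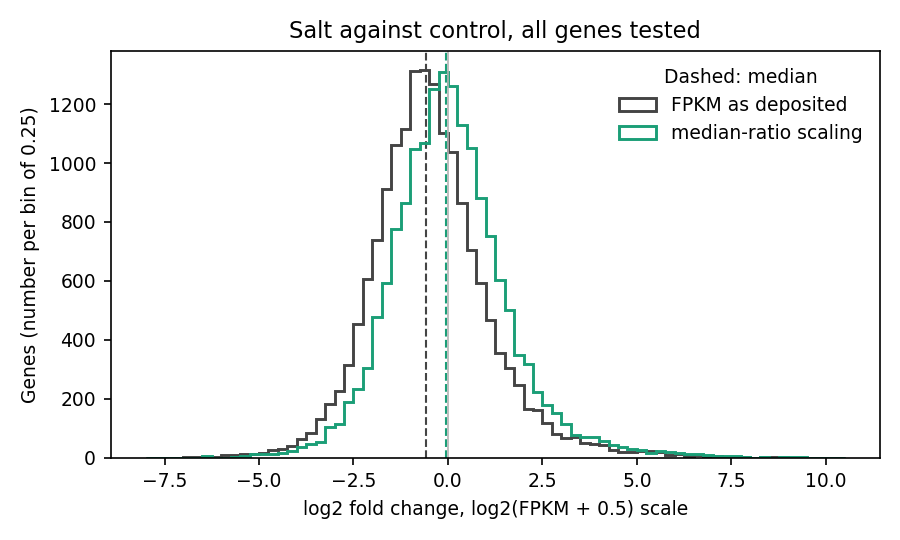
Number of genes in each bin of 0.25 along the log2 fold change of salt against control, on the log2(FPKM + 0.5) scale, for all 16638 genes tested. The dashed medians lie at -0.57 for the FPKM values as deposited and at -0.05 after median-ratio scaling.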

A volcano scatter plot showing the number of DEGs (Figure 3) and a list of DEGs is presented in the Supplementary Materials (Table S3). A wider dispersion indicates the presence of a higher level of difference regarding gene expression in response to salt stress. A higher number of up-regulated than down-regulated DEGs is consistent with a meta-analysis that included 25 independent salt stress transcriptomic studies [12], suggesting activation of a set of conserved genes regulating intrinsic salt-stress induced responses. 

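Of the 10 largest rises, 4 were in genes without a description, the largest and the next among them, and 6 in genes described as a chaperone, a protein that binds chaperones, a coactivator or transcription factors. ClCG11G002510, a multiprotein bridging factor 1C, a transcriptional coactivator of stress responses, had 21.5 ± 7.84 FPKM (SD, n = 3) in control and 10460 ± 5352 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 8.83 (standard error 0.440, adjusted p = 9.60e-05 from limma). ClCG07G015360, a Bcl-2-associated athanogene-like protein of the kind that binds HSP70, had 1.35 ± 0.512 FPKM (SD, n = 3) in control and 1248 ± 1000 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 9.14 (standard error 0.512, adjusted p = 0.000114 from limma). The ethylene-responsive transcription factor ClCG01G015830 had a log2 fold change of 8.57 (standard error 0.569, adjusted p = 0.000137 from limma), and the putative chaperone ClCG04G011880 had a log2 fold change of 8.38 (standard error 0.409, adjusted p = 9.60e-05 from limma). The largest rise was that of a gene model added by the authors, followed by ClCG11G007930, both without a description. The largest falls have no description in the parts of the paper's tables at hand; ClCG11G009520 went from 175 ± 104 FPKM (SD, n = 3) to 0.794 ± 0.518 FPKM (SD, n = 3), and ClCG01G004980 had a log2 fold change of -6.70. From the share of up-regulated genes, which it compares with a meta-analysis of other salt studies, the paper proposes that a set of conserved genes is activated by salt stress.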

### 2.4. GO, and KEGG Enrichment Results of DEGs

To uncover the molecular mechanisms underlying the salt tolerance in watermelon leaves, the DEGs were characterized using the Gene Ontology (GO) knowledgebase (http://geneontology.org/). GO enrichment scatterplots show the top 20 enriched functions for up- or down-regulated DEGs due to salt stress (Figure 4). Among the biological process (BP) terms the function “protein folding” (GO:0006457) and among the molecular function (MF) the function “transcription factor activity”, sequence-specific DNA binding (GO:0003700) were enriched in the up-regulated unigenes with the cutoff of adjusted *q*-value < 0.05. 

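Heat shock protein and chaperone genes that the study lists as up-regulated rose in salt-treated leaves and took a larger share of all FPKM. Of 61 genes that the part of Table S3 used here describes as heat shock proteins or chaperones, 60 rose (61 when adjusted over the list alone) and all 61 had positive log2 fold changes, with a median log2 fold change of 3.36. Their summed FPKM was 4250 ± 2151 (SD, n = 3) in control and 75710 ± 19470 (SD, n = 3) in salt libraries, and their share of all FPKM went from 0.38% to 0.901% in the control libraries to 8.35% to 13% in the salt libraries. ClCG05G018130, a small heat shock protein of class II chosen after its values were seen as the most abundant of them, had 545 ± 674 FPKM (SD, n = 3) in control and 18370 ± 5620 FPKM (SD, n = 3) in salt-treated leaves. ClCG04G005380, a putative heat shock protein, had a log2 fold change of 8.20 (standard error 0.495, adjusted p = 0.000128 from limma). All 9 heat stress transcription factors of the same table, which switch on heat shock genes, rose (9 when adjusted over the list alone). The strongest were ClCG09G007390, with a log2 fold change of 6.68 (standard error 0.533, adjusted p = 0.000197 from limma), and ClCG10G019360, with a log2 fold change of 5.87. Only the first part of Table S3 was at hand, with genes that are all up-regulated there, and the table was made from these libraries. These counts and the share are therefore not independent evidence of a direction. Chaperone genes that fell or did not change are not in it, so the share is that of the listed genes only. The adjusted p-values are from limma, and the exact permutation test of the summed FPKM gave p = 0.1, the smallest that 3 libraries against 3 allow.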

On the contrary, in the cellular component (CC) category, “thylakoid” (GO:0009579), “photosystem” (GO:0009521), “photosynthetic membrane” (GO:0034357), “chromosomal part” (GO:0044427), “photosystem I” (GO:0009522), “chromosome” (GO:0005694), and “photosystem II” (GO:0009523) were the most enriched GO terms among the down-regulated DEGs.

Pathway analysis of DEGs was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database with KOBAS [21]. The up-regulated and down-regulated DEGs were assigned to 106 and 114 pathways, respectively. The KEGG enrichment analysis showing the top 20 enriched functions is shown in Figure 5. The KEGG pathway annotations like “Ribosome biogenesis in eukaryotes”, “Endocytosis”, “Protein processing in endoplasmic reticulum” and “Spliceosome” were enriched in the up-regulated unigenes due to salinity stress. However, among the down-regulated unigenes, several KEGG pathways were significantly enriched such as “glycan degradation”, “beta-Alanine metabolism”, “Terpenoid backbone biosynthesis”, “Photosynthesis”, “Photosynthesis-antenna proteins”, “Histidine metabolism”, “Glycosaminoglycan degradation”, “Valine, leucine, and isoleucine degradation”, “Folate biosynthesis” and “Homologous recombination”. 

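Genes of terpenoid backbone biosynthesis, which makes the isoprenoid precursors of chlorophyll side chains, carotenoids and several hormones, fell together in salt-treated leaves. Of the 21 genes in Table S7, 20 passed the expression filter and all 20 fell at an adjusted p below 0.05 from limma (20 when adjusted over the list alone), with log2 fold changes from -4.15 to -1.37 and a median of -2.17. After median-ratio scaling all 20 still fell, with a median of -1.62. The study picked the list on these libraries, so that the count is not independent evidence of the direction. 1-Deoxy-D-xylulose 5-phosphate synthase opens the plastid branch of the pathway. Its gene ClCG10G007840 had 39.5 ± 9.19 FPKM (SD, n = 3) in control and 2.12 ± 1.93 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -4.15 (standard error 0.509, adjusted p = 0.000981 from limma), and ClCG06G005530 had a log2 fold change of -3.18. ClCG06G016180, of the geranylgeranyl reductase family, had a log2 fold change of -3.12 (standard error 0.845, adjusted p = 0.0182 from limma). Its adjusted p was above 0.05 without control replicate 1 or 2 (0.0509 and 0.0611), in a range from 0.00467 to 0.0611 over all alternatives.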

### 2.5. Differentially Expressed Transcription Factors (TF) in Response to Salinity Stress 

TFs play a critical role in salt stress-induced responses via transcriptional regulation of several genes in plants [22]. The assembled transcriptome demonstrated a total of 240 differentially expressed TFs were up-regulated in NaCl-treated leaf samples, while 194 TFs showed decreased expression due to salinity stress. The distribution of transcription factor families identified among DEGs in watermelon leaves in response to salt stress is shown in Figure 6. Of the up-regulated TFs, the largest number was found in ERF (36 unigenes), followed by WRKY (23 unigenes) and NAC (19 unigenes) families. In contrast, the largest number of down-regulated TFs were found in bHLH (24 unigenes), MYB-related (16 unigenes), and C2H2 (15 unigenes) families. The up-regulation of members of ERF TFs in this study indicates the significant involvement of the ethylene signaling pathway in response to salt stress in watermelon. 

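Ethylene-responsive transcription factor (ERF) genes were among the genes most strongly raised by salt. Of 30 genes described as ERFs in the part of Table S3 used here, 28 rose at an adjusted p below 0.05 from limma (29 when adjusted over the list alone) and all 30 had positive log2 fold changes, with a median log2 fold change of 2.54. ClCG08G007100 had 1.14 ± 1.11 FPKM (SD, n = 3) in control and 492 ± 124 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 8.42 (standard error 0.482, adjusted p = 0.000114 from limma). ClCG02G017520, described as ethylene-responsive transcription factor 4, had 0.605 ± 0.641 FPKM (SD, n = 3) in control and 116 ± 53.0 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 6.79 (standard error 0.526, adjusted p = 0.000179 from limma). All genes of that part of the table are up-regulated in the study's own comparison, so the count is not independent evidence, and ERF genes that fell are not in it.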

Ethylene signaling modulates salt response via membrane receptors, components in the cytoplasm, and transcription factors [23]. The salinity stress promotes ethylene biosynthesis activating the downstream network and expression of ERFs [24]. The role of several tomato ERF.E2, ERF.F5, ERF.E3, ERF.B3, and ERF84 genes in enhancing salt tolerance has been demonstrated [25,26,27,28,29]. The ectopic expression of the barley [30], wheat [31,32], and rice [33] ERF genes also enhanced tolerance to salt stress. Consistent with our results, recent transcriptomic studies in cotton [34] and potato [35] plants revealed the induction of a high proportion of ERFs in response to salt stress, suggesting the essential role of ERFs in salt response mechanisms in plants. Despite its significance, with few exceptions [36,37], there is not much information available about the role of ERF TFs in cucurbits. The WRKY TF family is one of the largest families in higher plants and plays a crucial role in plant development and stress responses, including salt stress. 

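WRKY genes that the study lists as up-regulated, which code for plant transcription factors of stress and defense responses, were also higher after salt. Of 15 genes described as WRKY in the part of Table S3 used here, 13 rose at an adjusted p below 0.05 from limma (14 when adjusted over the list alone); the log2 fold changes of all 15 ran from 1.01 to 7.24. The largest was that of ClCG07G015440, with 0.918 ± 1.04 FPKM (SD, n = 3) in control and 192 ± 100.8 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of 7.24 (standard error 0.626, adjusted p = 0.000268 from limma). ClCG05G013630 had a log2 fold change of 4.01 (standard error 0.354, adjusted p = 0.000289 from limma), and ClCG10G022500 reached 385 ± 88.9 FPKM (SD, n = 3) in salt-treated leaves. These genes were selected by the study as up-regulated in the same libraries, which makes the count no independent evidence.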

Our results are consistent with a study showing the up-regulation of most WRKY genes using NaCl treatment in watermelon [38] and *Cucurbita pepo* [39]. Transcriptomic studies in other plants have demonstrated the differential expression of several members of the WRKY family in response to salt stress [40,41]. The functional role of WRKY TFs in enhancing salt tolerance has been validated using transgenic approaches by overexpressing WRKY genes from maize [42], cotton [43], soybean [44] and grapevine [45]. Similarly, NAC TFs have been implicated in a wide range of stresses, including salinity. Our data is in agreement with studies validating the induction of several NAC TFs during salt stress in watermelon [46] and melon [47]. 

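Genes for NAC transcription factors, which act in development and stress responses, were higher after salt where the study lists them as up-regulated. Of 15 genes described as NAC in the part of Table S3 used here, 14 passed the expression filter; 13 rose at an adjusted p below 0.05 from limma (14 when adjusted over the list alone), and all 14 had positive log2 fold changes. ClCG00G002280, described as NAC-domain protein 18, had 212 ± 84.0 FPKM (SD, n = 3) in control and 1804 ± 442 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 3.16 (standard error 0.403, adjusted p = 0.00113 from limma). ClCG09G008570 had 1.35 ± 0.964 FPKM (SD, n = 3) in control and 30.1 ± 11.1 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 4.17 (standard error 0.517, adjusted p = 0.00101 from limma). ClCG01G011710 had a log2 fold change of 2.98. As for the other families, the study's selection of up-regulated genes in these libraries set the list, so it is not independent evidence.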

#### Reliability of Transcriptome Sequencing Data

To validate the reliability of transcriptome sequencing data, relative gene expression analysis of selected genes associated with Cit metabolism (*AAT*, N-acetylornithine; *AOD2*, N-acetylornithine deacetylase; *ArgD*, arginine decarboxylase; ASL1, arginosuccinate lyase; ASS1, arginosuccinate synthase; *CPS1* and *CPS2*, carbamoyl phosphate synthase; *OTC*, ornithine carbamoyltransferase) was performed using real-time quantitative PCR (qRT-PCR). Cit is a major non-protein amino acid in watermelon and accounts for almost 50% of the leaf amino acid pool in response to abiotic stress [19]. 

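Citrulline is made from ornithine and carbamoyl phosphate and is used to make arginine. Of the 8 genes of its metabolism that the study measured by qRT-PCR, 2 rose and 3 fell in the RNA-seq libraries at an adjusted p below 0.05 from limma (2 rose and 5 fell when adjusted over the list alone). Tested as a set, the 8 genes changed in either direction (limma fry, a rotation rather than a permutation test, mixed p = 0.00184) but not, on balance, in a single direction (fry p = 0.188). Of all 16638 genes tested, 7950 passed at an adjusted p below 0.05 from limma, and fry does not compare the set with them. The mixed p is therefore not particular to this pathway. Camera, which compares the set with other genes, gave p = 0.855 with a preset correlation and p = 0.924 with an estimated correlation. In the rotation test, which is not an exact test, leaving out salt replicate 2 or 3 gave p = 0.0371 and p = 0.0322, downward, and after median-ratio scaling the set's direction turned upward (p = 0.571), as it did with the replicate block (p = 0.888). After median-ratio scaling 1 of the genes fell; without control replicate 1 or 2 also 1, and 5 fell without salt replicate 3. Actin (ClCG02G000680) and an alpha-tubulin (ClCG02G024360), the reference genes of the qRT-PCR, had log2 fold changes of -0.62 (adjusted p = 0.161) and -0.08 (adjusted p = 0.79) from limma. The value for tubulin turned positive in every other scaling, 0.49 after median-ratio scaling, and actin fell without salt replicate 3 (adjusted p = 0.0423, from 0.0423 to 0.925 over all alternatives). The qRT-PCR values themselves were not analysed. The paper's methods describe the genes measured as differentially expressed ones, so that their counts may not be independent evidence.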

Cit, being an intermediate of the master metabolic pathway that synthesizes several salt stress-associated metabolites (spermine and spermidine, Pro, GABA, Arg), selected genes associated with its metabolism were expected to perturb in response to salt stress. The qRT-PCR data (Figure 7) were very consistent with the transcriptome sequencing data. Additionally, the linear regression equation y = 0.9229x − 0.395 with a high correlation (R^2^ = 0.97) showed a positive correlation and significant similarity between the two analysis techniques (Figure S2). 

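Among the genes of citrulline metabolism, an acetylornithine deacetylase gene (AOD2) and an argininosuccinate synthase gene (ASS1) rose in salt, and a carbamoyl phosphate synthase gene (CPS2) fell. AOD2 (ClCG09G012030), of ornithine synthesis, had 2.81 ± 3.21 FPKM (SD, n = 3) in control and 43.2 ± 35.2 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 3.83 (standard error 0.765, adjusted p = 0.00572 from limma). ASS1 (ClCG06G017780), which uses citrulline to make arginine, had 156 ± 128 FPKM (SD, n = 3) in control and 1325 ± 576 FPKM (SD, n = 3) in salt-treated leaves. CPS2 (ClCG09G021680), which supplies carbamoyl phosphate, had 53.9 ± 24.2 FPKM (SD, n = 3) in control and 5.87 ± 4.26 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.25 (standard error 0.546, adjusted p = 0.00297 from limma). ASL1 (ClCG08G011660) and CPS1 (ClCG11G013120) also fell, with log2 fold changes of -1.71 and -0.99 (adjusted p = 0.0226 and 0.0216 from limma). OTC (ClCG05G018820), AAT (ClCG09G003180) and ArgD (ClCG11G003830) had log2 fold changes of -1.16, -0.59 and -0.33 (adjusted p = 0.0621, 0.0628 and 0.247 from limma); that of ArgD turned to 0.25 after median-ratio scaling. The adjusted p of ASL1 was above 0.05 after median-ratio scaling (0.0527) and without control replicate 1, 2 or 3 (0.0602, 0.0726 and 0.0568), in a range from 0.0114 to 0.0726 over all alternatives, and that of CPS1 was above 0.05 after median-ratio scaling (0.291), without control replicate 1 or 2 (0.0651 and 0.0767) and without salt replicate 1 or 2 (0.0668 and 0.0519), in a range from 0.0106 to 0.291 over all alternatives. The adjusted p of OTC was below 0.05 with array weights (0.0437) and without salt replicate 3 (0.0183), in a range from 0.0183 to 0.265 over all alternatives, and that of AAT was below 0.05 without salt replicate 3 (0.0278), in a range from 0.0278 to 0.966 over all alternatives.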

The expression of *AOD2* and *ASS1* was significantly induced in salt-stressed samples, while the expression of *CPS2* was down-regulated. The induction in the expression of *AOD2* in salt-treated samples explains the enhanced accumulation of Cit, while the upregulation of *ASS1* supports the enhanced Arg accumulation. 

The reliability of RNA-seq data was further validated by comparing the correlations among biological replicates using the Pearson correlation coefficient (Figure S3). 

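Across genes, the libraries of the same treatment resembled each other far more than those of different treatments. Pearson's r of log2(FPKM + 0.5) was 0.941 ± 0.0185 (SD, n = 3 pairs) between control libraries and 0.916 ± 0.0104 (SD, n = 3 pairs) between salt libraries. The 9 pairs of a control and a salt library gave 0.7001 ± 0.0487 (SD), from 0.634 to 0.752. The lowest value within a treatment, 0.906, lay above the highest between treatments. These r values are across 16638 genes, which are not independent replicates, and no test was made on them. Salt replicate 2 gave the lowest value with each of the control libraries.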

Unlike the high correlation among the libraries for the same treatment (i.e., biological replicates), the weak correlation across treatments (control vs. salt treatments) suggests a larger effect of salt stress on the gene expression profiles of watermelon leaf tissues. Additionally, to demonstrate the source of variance in the RNA-seq data, principal component analysis (PCA) with three principal components (PC1, 2, and 3) was performed (Figure S4). The PC score plots showed that the contribution of PC1 alone was 74.94%, followed by PC2, (9.44%), and PC3 (6.60%). 

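The main axis of the 6 libraries separated salt from control. On the first component the control libraries scored -108.7, -110.1 and -101.9 and the salt libraries 76.5, 145.1 and 99.1. Computed from log2(FPKM + 0.5) with centred genes, the first 3 components held 74.9%, 9.38% and 6.50% of the variance; leaving out 1 library at a time gave the first component 74.2% to 78.7%. The second component set salt replicate 2 (57.6) against salt replicate 3 (-58.0), and the third component set salt replicate 1 (-52) against control replicate 3 (42.0). Without a log, the first component held 84.6%.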

The three biological replicates were collected after salt-stress and control samples were clustered together, validating the minimal variance in the analysis and suitability of data for the subsequent analysis.

## 3. Discussion

### 3.1. DEGs Associated with Endocytosis

High concentrations of salt lower the water potential and lead to ionic disequilibria across the plasma membrane, which subsequently inhibits cellular activities by entering the cytoplasm [48]. Endocytosis involves the internalization of plasma membrane proteins into the cell via a series of vesicle compartments and plays an essential role in cellular responses to environmental stimuli [49]. KEGG enrichment analysis revealed that the “Endocytosis” pathway was significantly activated in response to salt stress (Figure S5, Supplementary Materials, Table S4). 

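Genes of the endocytosis pathway were higher in salt, about as many within the error of the test as beyond it, and the largest rises were in chaperones of the HSP70 type. Of 47 genes in Table S4, 24 rose at an adjusted p below 0.05 from limma (24 when adjusted over the list alone), with a median log2 fold change of 0.82. After median-ratio scaling 42 of the 47 rose, with a median of 1.37. All 47 had positive log2 fold changes, from 0.14 to 7.20. The study selected these genes as up-regulated in the same libraries, so that the counts are not independent evidence of the direction.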

Besides its role in plant growth and development, endocytosis is involved in inducing abiotic stress responses by regulating vacuolar transport [50]. Endocytosis controls cell polarity and signaling by regulating plasma membrane-associated receptors and transporters proteins [51] and the production of ROS needed for salinity tolerance [52]. The role of vesicle trafficking in adaptation against salinity stress has been validated [53,54,55,56,57,58]. 

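Of the 4 Rab genes, which code for small GTPases that steer vesicles, 2 rose in salt. The Rab-25 genes ClCG10G007150 and ClCG10G012520 had 47.6 ± 3.47 FPKM (SD, n = 3) in control and 129 ± 8.10 FPKM (SD, n = 3) in salt-treated leaves and 12.6 ± 2.17 FPKM (SD, n = 3) in control and 30.9 ± 7.24 FPKM (SD, n = 3) in salt-treated leaves, respectively. Their log2 fold changes were 1.43 (standard error 0.200, adjusted p = 0.00154) and 1.25 (standard error 0.274, adjusted p = 0.00838), both from limma. Rab-7 (ClCG09G002000) had a log2 fold change of 0.55 (adjusted p = 0.12 from limma), and ClCG02G019840 of 0.47 (adjusted p = 0.259). After median-ratio scaling all 4 passed; the adjusted p from limma was 0.0224 for Rab-7 (from 0.0223 to 0.337 over all alternatives) and 0.0296 for ClCG02G019840 (from 0.0286 to 0.551 over all alternatives).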

Our data confirmed the induction of several *Rab* genes (ClCG02G019840, ClCG10G007150, ClCG10G012520, ClCG09G002000) in response to salt stress. The expression of native Rab7 from *Pennisetum glaucum* and its overexpression in tobacco [57] and rice [58] were greatly induced by salt stress. Exposure of plants to the salinity stress also activates phospholipase D (PLD), a phosphatidyl choline-hydrolyzing enzyme that triggers the activation of the downstream adaptive responses to relieve the damage caused by stress, including salinity [59]. Consistent with studies reporting activation of PLDs due to salt stress [60,61,62,63], expression of watermelon *PLDs* (ClCG00G000210, ClCG08G014000, ClCG06G004910) were also induced due to salt stress. 

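Phospholipase D genes were higher in salt, 2 of the 3 beyond the error of the test. ClCG06G004910 had 6.62 ± 1.56 FPKM (SD, n = 3) in control and 24.2 ± 4.76 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 1.80 (standard error 0.291, adjusted p = 0.00261 from limma). ClCG08G014000 had 2.12 ± 0.151 FPKM (SD, n = 3) in control and 9.08 ± 2.56 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 1.83 (standard error 0.346, adjusted p = 0.00464 from limma). The weakly expressed ClCG00G000210, with 1.5 ± 0.655 FPKM (SD, n = 3) in control and 2.95 ± 1.22 FPKM (SD, n = 3) in salt-treated leaves, had a log2 fold change of 0.78 (standard error 0.430, adjusted p = 0.163 from limma); its groups overlapped. After quantile normalization its adjusted p was 0.0413, within a range from 0.0343 to 0.374 over all alternatives.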

Further, vacuolar protein sorting (VPS) components play an important role in maintaining osmo-homeostasis of vacuoles by sequestering toxic ions, like sodium and chloride, or other compounds involved in osmoregulation. 

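Table S4 describes genes by vacuolar protein sorting and by the Vps4 ATPase, which acts in it. ClCG08G005190, a regulator of Vps4 activity in the multivesicular body pathway, had 8.26 ± 0.901 FPKM (SD, n = 3) in control and 94.2 ± 46.1 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 3.30 (standard error 0.390, adjusted p = 0.000854 from limma). ClCG08G006480, described as vacuolar protein-sorting protein 45, had 9.07 ± 1.2 FPKM (SD, n = 3) in control and 15.5 ± 1.87 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.74 (standard error 0.258, adjusted p = 0.0452 from limma). ClCG05G015560 (VPS35) had a log2 fold change of 0.34 (standard error 0.296, adjusted p = 0.363 from limma), a change within the error of the test. These 3 genes were chosen for their descriptions after their values were seen.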

Several VPS genes were up-regulated due to salt stress in this study. Additionally, expression of genes involved in the formation of clathrin-coated vesicles such as *clathrin* proteins (ClCG11G006070), *ADP ribosylation factors* (ClCG05G025400, ClCG07G011900, ClCG10G001580, ClCG10G021000), *ARF-guanine nucleotide exchange factors* (ClCG01G025140, ClCG11G018450, ClCG01G014890), adaptor protein (ClCG02G021820), and products in phosphatidylinositol signaling (ClCG03G009330) were up-regulated due to salt stress. 

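Of these genes of clathrin-coated vesicles, an ADP-ribosylation factor gene rose and most others were within the error of the test. ClCG05G025400, an ADP-ribosylation factor, a small GTPase that recruits vesicle coats, had 71.0 ± 12.3 FPKM (SD, n = 3) in control and 331 ± 47.6 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.22 (standard error 0.242, adjusted p = 0.000656 from limma). The other gene of this group that rose was ClCG10G021000, with a log2 fold change of 0.69 (standard error 0.226, adjusted p = 0.0373 from limma). Its adjusted p was above 0.05 without the trend (0.0677), with the replicate block (0.0651), without control replicate 1 or 3 (0.134 and 0.0847) and without salt replicate 1 or 3 (0.0866 and 0.0693), in a range from 0.00282 to 0.134 over all alternatives. ClCG07G011900 and ClCG10G001580 had log2 fold changes of 0.34 and 0.14 (adjusted p = 0.48 and 0.652 from limma). The clathrin heavy chain gene ClCG11G006070 had 48.5 ± 7.83 FPKM (SD, n = 3) in control and 60.6 ± 14.3 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.30 (standard error 0.261, adjusted p = 0.361 from limma). The adaptor protein gene ClCG02G021820 and the phosphatidylinositol-4-phosphate 5-kinase gene ClCG03G009330 had log2 fold changes of 0.20 and 0.36 (adjusted p = 0.543 and 0.236 from limma). The genes named ARF-guanine nucleotide exchange factors in the paper, described as GTPase-activating proteins in the annotation, were within the error too: ClCG11G018450 and ClCG01G025140 had log2 fold changes of 0.49 and 0.46 (adjusted p = 0.085 and 0.119 from limma), and ClCG01G014890 was listed at 0 in the control libraries and at 0.0828, 0.492 and 2.81 FPKM in the salt libraries. After median-ratio scaling the clathrin, adaptor, kinase and 2 of these 3 genes passed, and so did 3 of the 4 genes that the paper names ADP ribosylation factors. The log2 fold change of ClCG10G001580 turned to -0.0028 without salt replicate 1.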

The molecular chaperones *HSP70* mediate uncoating of vesicles before merging with early endosomes. 

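The 4 HSP70 genes of the endocytosis list all rose, and 3 of them had the largest rises of the list. ClCG11G011300 had 39.8 ± 31.8 FPKM (SD, n = 3) in control and 5112 ± 1932 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 7.20 (standard error 0.544, adjusted p = 0.000171 from limma). ClCG09G020000 had 35.2 ± 15.6 FPKM (SD, n = 3) in control and 3548 ± 984 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 6.72 (standard error 0.417, adjusted p = 0.00013 from limma). ClCG09G019940 had a log2 fold change of 6.02 (standard error 0.534, adjusted p = 0.000289 from limma). ClCG04G008300 was already at 156 ± 17.7 FPKM (SD, n = 3) in control leaves and had a log2 fold change of 3.15 (standard error 0.263, adjusted p = 0.000229 from limma). In each of the 4, every salt library lay above every control library. HSP70 genes are close paralogs, and the paper bases FPKM on uniquely mapped reads, so that reads shared between copies are left out.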

In our study, four DEGs encoding *HSP70* (ClCG04G008300, ClCG09G019940, ClCG09G020000, ClCG11G011300) assigned to the endocytosis pathway were strongly up-regulated. Studies have confirmed the induction and up-regulation of HSP70 in saline stress situations rice [64], wheat [65], and potato [66].

Additionally, we found several genes in the SNARE interaction in the vascular proteins pathway were up-regulated due to salt stress (Figure S6, Supplementary Materials, Table S5). The members of the superfamily of N-ethylmaleimide-sensitive factor adaptor protein receptor (SNARE)-domain-containing proteins are involved in transport processes between individual compartments, including endocytosis [67]. Although a high number of SNARE proteins are present in the plant kingdom, their role in plant biotic and abiotic stress has only been recently understood [68]. 

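Of 10 SNARE genes in Table S5, whose proteins drive the fusion of vesicles with their target membrane, 6 rose in salt at an adjusted p below 0.05 from limma (6 when adjusted over the list alone), and all 10 had positive log2 fold changes. After median-ratio scaling 9 of the 10 rose. The list was picked by the study on these libraries and is not independent evidence. Of the 6 syntaxin genes, 4 rose. ClCG10G018250, of the syntaxin 121 family of the plasma membrane, had 60.9 ± 13.8 FPKM (SD, n = 3) in control and 188 ± 11.3 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 1.64 (standard error 0.243, adjusted p = 0.00189 from limma). ClCG09G005420 (syntaxin 42 family), ClCG08G012870 and ClCG02G015160 (syntaxin 41 family) had log2 fold changes of 1.56, 1.4 and 1.27 (adjusted p = 0.00772, 0.00408 and 0.00988 from limma). Syntaxin-52 (ClCG10G004910) and ClCG07G004070 had log2 fold changes of 0.46 and 0.24 (adjusted p = 0.141 and 0.468 from limma).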

We identified several *Syntaxin* family proteins (ClCG02G015160, ClCG07G004070, ClCG08G012870, ClCG09G005420, ClCG10G004910, ClCG10G018250) and *Golgi SNAP receptor complex member 1*, *target SNARE coiled-coil domain*, *vesicle-trafficking SEC22b*, and *vesicle transport v-SNARE 11-like* genes that were up-regulated. Several studies [69,70,71,72] have reported the functional role of SNARE interactions in salt stress, justifying the significance of SNARE proteins in salt stress-induced responses in watermelon. 

### 3.2. DEGs Related to Amino Acid Metabolism

To counter the detrimental effects of salt-induced stress, plants produce compatible solutes like free amino acids to minimize high salinity-caused osmotic stress. Positive correlations between increased salt tolerance and accumulations of total free amino acids have been reported in several crops [73,74,75,76]. 

#### 3.2.1. Branched-Chain Amino Acids (BCAAs)

Proline accumulation is known as an important mechanism in osmotic regulation in plants under a wide range of abiotic stresses [77]. However, it has been recognized that the levels of other amino acids, like BCAAs, are often greater or comparable to proline [19,78,79]. A partial deficiency of BCAAs resulted in increasing the sensitivity to salt stress [80]. 

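Both threonine aldolase genes, whose enzymes break down threonine, fell in salt. ClCG02G017030 had 20.5 ± 3.55 FPKM (SD, n = 3) in control and 0.751 ± 0.820 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -4.24 (standard error 0.475, adjusted p = 0.000726 from limma). ClCG06G009580 had 18.5 ± 6.31 FPKM (SD, n = 3) in control and 5.05 ± 3.51 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -1.91 (standard error 0.501, adjusted p = 0.0162 from limma); its adjusted p was above 0.05 after median-ratio scaling (0.0526), after quantile normalization (0.0583) and without control replicate 1 or 2 (0.0537 and 0.0697), in a range from 0.00664 to 0.0697 over all alternatives. The threonine dehydratase gene ClCG04G009590, which opens isoleucine synthesis, was weakly expressed, with 1.15 ± 1.51 FPKM (SD, n = 3) in control and 4.25 ± 4.34 FPKM (SD, n = 3) in salt-treated leaves, and its groups overlapped. It had a log2 fold change of 1.43 (standard error 0.870, adjusted p = 0.201 from limma); with the replicate block it passed, with an adjusted p of 0.0415, within a range from 0.0415 to 0.528 over all alternatives.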

Induction in the expression of *threonine dehydratase* (ClCG04G009590) along with the repression of both Thr catabolic *threonine aldolases* (ClCG02G017030 and ClCG06G009580) are in agreement with increased accumulation of BCAAs. 

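The branched-chain amino acid aminotransferase gene ClCG08G016800 rose in salt, from 19.9 ± 7.57 FPKM (SD, n = 3) in control to 51.2 ± 20.0 FPKM (SD, n = 3) in salt-treated leaves. It had a log2 fold change of 1.34 (standard error 0.417, adjusted p = 0.0304 from limma), and every salt library lay above every control library. The adjusted p was above 0.05 without control replicate 2 (0.1) and without salt replicate 1 or 2 (0.0871 and 0.0874), in a range from 0.0102 to 0.1 over all alternatives.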

The up-regulation of *branched-chain amino acid aminotransferase* (BCAT, ClCG08G016800), involved in both the synthesis and degradation of BCAAs, suggests its role in maintaining the non-toxic levels of free BCAAs and alleviating the injury caused by salt stress. The down-regulation of several genes involved in the degradation of BCAAs such as 2-*oxoisovalerate dehydrogenase* (ClCG03G014630), 3-*hydroxyisobutyrate dehydrogenase* (ClCG03G006140, ClCG05G009680), 3-*hydroxyisobutyryl-CoA hydrolase* (ClCG05G002680, ClCG05G016290, ClCG11G016500, ClCG03G012360), 3-*ketoacyl-CoA thiolase* (ClCG01G011180, ClCG02G002930), *methylcrotonoyl-CoA carboxylase* (ClCG02G006000), and several *aldehyde dehydrogenases* substantiates the role of BCAA accumulation during salt stress. 

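All 10 genes of branched-chain amino acid degradation named in the paper fell in salt at an adjusted p below 0.05 from limma (10 when adjusted over the list alone), with log2 fold changes from -2.70 to -1.48 and a median of -1.92. The largest fall was in the 2-oxoisovalerate dehydrogenase gene ClCG03G014630, of the complex that commits the pathway, with 65.0 ± 18.8 FPKM (SD, n = 3) in control and 12.3 ± 11.5 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of -2.70 (standard error 0.580, adjusted p = 0.00769 from limma). The 3-ketoacyl-CoA thiolase gene ClCG01G011180 had 49.1 ± 12.1 FPKM (SD, n = 3) in control and 9.70 ± 2.52 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.28 (standard error 0.293, adjusted p = 0.00114 from limma). ClCG02G006000, for methylcrotonoyl-CoA carboxylase of leucine breakdown, had a log2 fold change of -1.71 (standard error 0.231, adjusted p = 0.00137 from limma). After median-ratio scaling all 10 still fell, with a median of -1.37; the adjusted p of ClCG05G016290 was above 0.05 without control replicate 2 (0.0579), in a range from 0.00639 to 0.0579 over all alternatives. The genes were picked from these libraries, so the count is not independent evidence.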

A partial deficiency of BCAAs resulted in increasing the sensitivity to salt stress in Arabidopsis [80]. Although several studies have reported stress-induced accumulation [75], the metanalysis of transcriptome and metabolome datasets revealed that the low abundant BCAAs could also accumulate due to increased protein degradation [16]. Nevertheless, it has been suggested that BCAAs can serve either as substrates for stress-induced protein biosynthesis or as signaling molecules for regulating stress-responsive gene expression [80]. 

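The gene for the small subunit of acetolactate synthase, which regulates the entry enzyme of valine and leucine synthesis, fell in salt. ClCG03G010140 had 42.2 ± 11.2 FPKM (SD, n = 3) in control and 9.81 ± 1.68 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.03 (standard error 0.275, adjusted p = 0.00137 from limma). Every salt library lay below every control library.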

Intriguingly, *acetolactate synthase* (ALS) small subunit (ClCG03G010140), involved in BCAAs synthesis, was also down-regulated. However, though the feedback inhibition of ALS by BCAAs lacks recent experimental evidence, the non-overlapping sub-cellular localization of ALS subunits and their functional roles in Na^+^ homeostasis suggest the need for additional studies to understand the significance of ALS in salt stress-induced responses [80]. 

#### 3.2.2. Arginine-Polyamine-β-Alanine Pathway

Increased Arg accumulation, which is a precursor for polyamine synthesis, is supported by up-regulation in the expression of *argininosuccinate synthase* (ClCG06G017780), along with down-regulation of *arginine decarboxylase* (ClCG06G014050) and *arginine biosynthesis bifunctional* protein (ArgJ; ClCG10G020940), suppressing a futile cyclic version of arginine biosynthesis. 

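Argininosuccinate synthase rose in salt, and an arginine decarboxylase gene and ArgJ fell. Argininosuccinate synthase (ClCG06G017780), which joins citrulline and aspartate, had a log2 fold change of 3.31 (standard error 0.569, adjusted p = 0.00326 from limma). Arginine decarboxylase (ClCG06G014050), which turns arginine toward putrescine, had 13.0 ± 1.36 FPKM (SD, n = 3) in control and 3.74 ± 2.22 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -1.83 (standard error 0.460, adjusted p = 0.0139 from limma). Its adjusted p was above 0.05 without control replicate 2 (0.0528), in a range from 0.00954 to 0.0528 over all alternatives. ArgJ (ClCG10G020940), of the cyclic path of ornithine synthesis, had 11.3 ± 1.27 FPKM (SD, n = 3) in control and 2.79 ± 0.871 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -1.88 (standard error 0.333, adjusted p = 0.00365 from limma). In all 3 genes the control and salt libraries did not overlap.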

Besides their role in plant growth and development, polyamines like putrescine (Put), spermine (Spm), and spermidine (Spd) play an important role in response to abiotic stress [81]. Put is synthesized directly from arginine by catabolic enzymes *arginine decarboxylase* (ADC) or *agmatine deiminase* (ADI) or from ornithine, catalyzed by *ornithine decarboxylase* (ODC). Put then converts to Spm and Spd via *spermidine synthase* and *spermine synthase* in the presence of decarboxylated S-adenosylmethionine (dcSAM) [82], which is synthesized by *SAM decarboxylase* (SAMDC) via decarboxylation of S-adenosylmethionine (SAM) [83]. In our study, RNA-seq analysis showed up-regulation of *SAMDC* (ClCG05G011880) and relatively abundant *spermidine synthases* (ClCG05G025220 and ClCG05G008800) but down-regulation of less abundant *spermidine synthases* (ClCG06G016890 and ClCG05G005220) genes. 

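S-adenosylmethionine decarboxylase rose in salt, and 3 of the 4 spermidine synthase genes fell. SAMDC (ClCG05G011880) had 604 ± 39.0 FPKM (SD, n = 3) in control and 1880 ± 154 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 1.63 (standard error 0.307, adjusted p = 0.00454 from limma). The abundant spermidine synthase ClCG05G025220 had 905 ± 133 FPKM (SD, n = 3) in control and 1125 ± 394 FPKM (SD, n = 3) in salt-treated leaves, with overlapping groups and a log2 fold change of 0.27 (standard error 0.366, adjusted p = 0.564 from limma); its log2 fold change turned to -0.01 after quantile normalization and to -0.0002 without salt replicate 3. ClCG05G008800 had 21.4 ± 14.3 FPKM (SD, n = 3) in control and 3.18 ± 0.888 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.42 (standard error 0.469, adjusted p = 0.00514 from limma). ClCG05G005220 had 28.2 ± 10.8 FPKM (SD, n = 3) in control and 0.310 ± 0.445 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -5.21 (standard error 0.488, adjusted p = 0.000363 from limma). The weakly expressed ClCG06G016890 had a log2 fold change of -1.74 (standard error 0.547, adjusted p = 0.0317 from limma), and its adjusted p was above 0.05 after quantile normalization (0.0653), without control replicate 1 or 2 (0.0804 and 0.0879) and without salt replicate 1, 2 or 3 (0.0649, 0.0717 and 0.0683), in a range from 0.00929 to 0.0879 over all alternatives.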

Unlike *ADC* (ClCG06G014050), expression of *ADI* (ClCG06G015290) and *ODC* (ClCG08G013990) involved in Put synthesis were also up-regulated. 

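Agmatine deiminase, which acts after arginine decarboxylase on the way to putrescine, rose in salt. Its gene ClCG06G015290 had 31.8 ± 1.72 FPKM (SD, n = 3) in control and 59.1 ± 7.15 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.88 (standard error 0.208, adjusted p = 0.011 from limma). The ornithine decarboxylase gene ClCG08G013990 was weakly expressed, with 2.21 ± 0.241 FPKM (SD, n = 3) in control and 4.69 ± 4.56 FPKM (SD, n = 3) in salt-treated leaves. It had a log2 fold change of 0.60 (standard error 0.581, adjusted p = 0.413 from limma), with overlapping groups, and without salt replicate 3 its log2 fold change was -0.08.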

Although the expression of *ADC* expression was reduced, an induction of *ODC*, which catalyzes an alternative pathway of Put synthesis, seems to partly compensate the need for production of Put during salt stress. The polyamines Spm and Spd also serve as precursors of β-alanine synthesis in plants. β-alanine is converted to a quaternary ammonium osmoprotective compound called β-alanine betaine participating in tolerance to high salt concentration [84,85]. Up-regulation of *polyamine oxidase 1* (ClCG09G003930) and *polyamine oxidase 2* (ClCG07G010820, ClCG11G016630) further supports the possible involvement of β-alanine in salt-induced responses. 

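The 3 polyamine oxidase genes, whose enzymes break down spermine and spermidine, all rose in salt by a similar amount, with log2 fold changes from 2.13 to 2.27. ClCG11G016630 was the most abundant, with 91.5 ± 16.2 FPKM (SD, n = 3) in control and 409.5 ± 100 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of 2.14 (standard error 0.273, adjusted p = 0.00111 from limma). ClCG07G010820 had 17.4 ± 3.02 FPKM (SD, n = 3) in control and 86.0 ± 17.4 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.27 (standard error 0.252, adjusted p = 0.000708 from limma). ClCG09G003930 had 14.7 ± 5.38 FPKM (SD, n = 3) in control and 63.1 ± 8.64 FPKM (SD, n = 3) in salt-treated leaves, with an adjusted p = 0.00202 from limma. Each salt library lay above each control library in all 3 genes.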

#### 3.2.3. Amino Acid Transporters

Altered amino acid compositions in response to salt stress subsequently result in alterations in the expression of amino acid transporters. Several amino acid transporters have been identified in plants [86,87,88] and are grouped into two subfamilies based on sequence similarities and biochemical properties. 

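Genes of amino acid transport changed in both directions, with more rises than falls. Table S6 names 60 different genes, of which 55 passed the expression filter; 28 rose, 16 fell and 11 did not pass at an adjusted p below 0.05 from limma (33 rose and 16 fell when adjusted over the list alone). After median-ratio scaling 38 rose and 15 fell, and with the replicate block 24 rose and 15 fell. The largest rises were in ABC transporters, which carry many substrates, rather than in genes described as amino acid transporters. ClCG11G010820 had 2.90 ± 2.14 FPKM (SD, n = 3) in control and 100.9 ± 46.0 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 4.98 (standard error 0.480, adjusted p = 0.000398 from limma), and ClCG02G021970 had 0.131 ± 0.114 FPKM (SD, n = 3) in control and 20.9 ± 17.8 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 4.80 (standard error 0.567, adjusted p = 0.000856 from limma). The largest fall was that of ClCG05G008430, which has no description, with 206 ± 45.1 FPKM (SD, n = 3) in control and 11.7 ± 16.1 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of -5.02 (standard error 0.851, adjusted p = 0.00305 from limma). The study chose the list on these libraries, so it is not independent evidence.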

Under salt stress, we identified a total of 45 up-regulated DEGs and 17 down-regulated DEGs associated with amino acid transport function (Supplementary Materials, Table S6). Salt stress induces changes in amino acid compositions, and the enhanced expression of amino acid transporters has been validated in Arabidopsis [89], rice [87], and wheat [90]. The DEGs involved in amino acid transport may play important roles in regulating the partitioning of different amino acids and maintain osmotic potential in response to salt stress.

### 3.3. DEGs Associated with Nitrogen Metabolism 

Nitrogen (N) metabolism, a central process for plant growth and development, is strongly influenced by salinity. Excess salt disturbs different steps of N metabolism, namely nitrate (NO_3_^-^) or ammonium (NH_4_^+^) uptake, N transport and assimilation into amino acids, and protein synthesis [91]. The absorbed N is reduced to nitrite by *nitrate reductase* (*NR*) and then to NH_4_^+^ by *nitrite reductase* (NiR). N is further assimilated into Gln and Glu via *glutamine synthetase* (*GS*) and *glutamate synthase* (*GOGAT*) and used for further biosynthesis of other nitrogenous compounds. NH_4_^+^ can be incorporated into Glu by *glutamate dehydrogenase* (*GDH*). Although the activities of GOGAT, GS, and GDH exhibit salt-dependent regulation, their regulation (induction or repression) varies among species, cultivars, tissues, and developmental changes [92,93]. A salt-induced reduction [94] and stimulation [95] of NR activity have been reported in plants. 

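The high-affinity nitrate transporter genes and the NRT1-like genes fell in salt, 4 in all. The high-affinity gene ClCG03G003060 had 79.2 ± 4.81 FPKM (SD, n = 3) in control and 3.08 ± 1.23 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -4.53 (standard error 0.293, adjusted p = 0.00013 from limma), and ClCG05G025540 had 45.2 ± 17.7 FPKM (SD, n = 3) in control and 7.26 ± 1.18 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.50 (standard error 0.324, adjusted p = 0.00119 from limma). The NRT1-like genes ClCG02G009090 and ClCG10G002910 had log2 fold changes of -3.52 and -2.22 (adjusted p = 0.00566 and 0.00429 from limma). Of the low-affinity genes, ClCG06G016390 rose, with 5.24 ± 2.39 FPKM (SD, n = 3) in control and 42.1 ± 50.2 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of 2.28 (standard error 0.757, adjusted p = 0.0381 from limma). Its salt libraries differed widely, and its adjusted p was above 0.05 without a filter (0.0529) and without control replicate 1, 2 or 3 (0.102, 0.112 and 0.0516), in a range from 0.00584 to 0.112 over all alternatives. ClCG11G002980 was below the expression filter; without a filter it had a log2 fold change of 0.58 (adjusted p = 0.0897 from limma).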

Our results showed that salt stress selectively inhibited *high-affinity nitrate transporters* (ClCG05G025540, ClCG03G003060) and *NRT1* like genes (ClCG02G009090, ClCG10G002910) but induced expression of *low-affinity nitrate transporters* (ClCG06G016390, ClCG11G002980), suggesting differential impacts of salinity on the transporters. 

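Genes that the paper names for nitrogen assimilation fell in salt: 3 for glutamate dehydrogenase, 1 for glutamine synthetase and 2 for carbonic anhydrase, 6 of 6 tested at an adjusted p below 0.05 from limma (6 when adjusted over the list alone). The glutamine synthetase gene ClCG09G004580 had 131 ± 11.2 FPKM (SD, n = 3) in control and 28.4 ± 7.63 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.22 (standard error 0.258, adjusted p = 0.000824 from limma). The glutamate dehydrogenase gene ClCG04G005320 had 46.2 ± 3.02 FPKM (SD, n = 3) in control and 2.96 ± 3.96 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -4.40 (standard error 0.709, adjusted p = 0.00259 from limma); ClCG01G004910 and ClCG07G013590 had log2 fold changes of -2.70 and -1.43. The carbonic anhydrase gene ClCG10G018930 had 126 ± 38.5 FPKM (SD, n = 3) in control and 3.78 ± 2.66 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -5.05 (standard error 0.508, adjusted p = 0.000472 from limma), and ClCG05G025330 had a log2 fold change of -2.19. After median-ratio scaling all 6 still fell, with a median log2 fold change of -1.98. The paper chose these genes from the same libraries, so the count is not independent evidence.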

Further, the down-regulation of two *glutamate dehydrogenases* (ClCG01G004910, ClCG04G005320, ClCG07G013590), *glutamine synthetase* (ClCG09G004580), and *carbonic anhydrases* (ClCG05G025330, ClCG10G018930) validated the negative impacts of salt stress on nitrogen assimilation. 

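The alanine transaminase gene ClCG09G001390, whose enzyme exchanges amino groups between alanine and glutamate, rose in salt. It had 18.9 ± 3.93 FPKM (SD, n = 3) in control and 127 ± 12.7 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.74 (standard error 0.235, adjusted p = 0.00026 from limma). The lowest salt library lay at 118 FPKM and the highest control library at 22.67 FPKM.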

The expression of the gene encoding *alanine transaminase* (ClCG09G001390) was up-regulated, causing 2-oxoglutarate to generate Glu. *Glutamate decarboxylase* (*GDC*) promotes the synthesis of Pro and GABA from Glu. 

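Glutamate decarboxylase genes that were nearly silent in control leaves were expressed after salt. ClCG01G006890 had 0.321 ± 0.370 FPKM (SD, n = 3) in control and 14.5 ± 8.43 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 4.07 (standard error 0.613, adjusted p = 0.00203 from limma). ClCG01G006910 was listed at 0 in all 3 control libraries and at 2.39, 7.38 and 2.32 FPKM in salt replicates 1 to 3 (adjusted p = 0.0029 from limma); no fold is given against 0. ClCG00G006020, with 0 to 0.0478 FPKM in control and 0.247 to 0.621 FPKM in salt libraries, was below the expression filter; without a filter it had a log2 fold change of 0.86 (adjusted p = 0.0227 from limma).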

Our data showed that the expression of *GDCs* (ClCG00G006020, ClCG01G006890, ClCG01G006910) was highly induced in response to salt stress, implying increased accumulation of Pro and downstream metabolites such as citrulline or polyamines contribute towards salt tolerance. Differential responses of various members of the same gene family due to salt stress are consistent with a study in rice [96]. Accumulation of excess Ser can be attributed to the activation of phosphorylated pathways of Ser synthesis as the expression of *D-glycerate 3-kinase* (ClCG09G002370), *D-3-phosphoglycerate dehydrogenase* (ClCG05G010250) and *phosphoserine aminotransferase* (ClCG10G000330) were strongly up-regulated. 

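Of the 3 genes that the paper assigns to serine synthesis, glycerate kinase rose strongly. Phosphoserine aminotransferase and 3-phosphoglycerate dehydrogenase changed far less. The glycerate kinase gene ClCG09G002370 had 4.33 ± 3.12 FPKM (SD, n = 3) in control and 226 ± 114 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 5.61 (standard error 0.535, adjusted p = 0.000377 from limma). The phosphoserine aminotransferase gene ClCG10G000330 had 60.4 ± 4.60 FPKM (SD, n = 3) in control and 92.7 ± 9.37 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.61 (standard error 0.205, adjusted p = 0.04 from limma). Its adjusted p was above 0.05 without the trend (0.0767), with the replicate block (0.0644), without control replicate 1, 2 or 3 (0.106, 0.122 and 0.0645) and without salt replicate 1 or 3 (0.0702 and 0.0879), in a range from 0.00319 to 0.122 over all alternatives; the count of rises on this list went from 2 to 1 with the replicate block. The 3-phosphoglycerate dehydrogenase gene ClCG05G010250, which opens the phosphorylated pathway, had 41.7 ± 3.79 FPKM (SD, n = 3) in control and 58.7 ± 0.765 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.49 (standard error 0.200, adjusted p = 0.0729 from limma); it passed after median-ratio scaling (adjusted p = 0.00692 from limma, from 0.006 to 0.209 over all alternatives) and when adjusted over the list alone.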

Ser is considered as a critical player in biochemical responses for the regulation of intracellular redox, energy levels, and cellular pH, particularly in stress conditions [97]. 

### 3.4. Disruption of the Energy Metabolisms by the Salt Stresses 

Effective photosynthesis results through coordinated activities of four protein complexes—PSI, PSII, the cytochrome b6/f complex, and ATP synthase. As confirmed in the GO and KEGG pathway enrichment analysis, several DEGs identified in this study associated with these complexes were down-regulated due to salt stress (Figure S7, Supplementary Materials, Table S7). 

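Nuclear genes of the photosynthetic complexes fell together in salt. All 21 genes of photosynthesis in Table S7 fell at an adjusted p below 0.05 from limma (21 when adjusted over the list alone), with log2 fold changes from -4.34 to -1.97 and a median of -2.90; after median-ratio scaling 20 fell, with a median of -2.32, and in limma the median was -2.13 without salt replicate 2 and -3.29 without salt replicate 1. Summed with the antenna genes, their FPKM was 15360 ± 4443 (SD, n = 3) in control and 2731 ± 1997 (SD, n = 3) in salt libraries, a ratio of 0.178 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Salt replicate 2 had the lowest sum, 733.9, and salt replicate 1 the highest of the salt libraries, 4728. The largest fall was in ClCG03G004720, for the gamma chain of the chloroplast ATP synthase, with 607 ± 159 FPKM (SD, n = 3) in control and 51.7 ± 60.3 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of -4.34 (standard error 0.865, adjusted p = 0.00571 from limma). The study selected the list on these libraries, so it is not independent evidence.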

The down-regulation of PsbO (ClCG01G016370), PsbP (ClCG07G010800), PsbQ (ClCG05G000900, ClCG03G005130), PsbS (ClCG08G005640), and PsbW (ClCG02G016710, ClCG09G007590) in PSII complex were consistent with decreasing magnitude of Fv/Fm, suggesting impaired chlorophyll fluorescence of PSII during salt stress progression. 

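All 7 of the photosystem II genes fell in salt, with log2 fold changes from -3.27 to -2.02. PsbO (ClCG01G016370), which stabilizes the oxygen-evolving manganese cluster, had 539 ± 246 FPKM (SD, n = 3) in control and 134 ± 57.1 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.02 (standard error 0.440, adjusted p = 0.00809 from limma). PsbP (ClCG07G010800) had 802 ± 246 FPKM (SD, n = 3) in control and 128 ± 110.2 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.03 (standard error 0.655, adjusted p = 0.00785 from limma). PsbS (ClCG08G005640), which dissipates excess light energy as heat, had 1689 ± 82.9 FPKM (SD, n = 3) in control and 361 ± 249.7 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -2.52 (standard error 0.569, adjusted p = 0.00923 from limma). Of the PsbQ genes, ClCG03G005130 had a log2 fold change of -3.27 (standard error 0.619, adjusted p = 0.00471 from limma) and ClCG05G000900 had a log2 fold change of -2.04 (standard error 0.542, adjusted p = 0.017 from limma). The adjusted p of ClCG05G000900 was above 0.05 without salt replicate 2 or 3 (0.0536 and 0.054), in a range from 0.00919 to 0.054 over all alternatives. The PsbW genes ClCG02G016710 and ClCG09G007590 had log2 fold changes of -2.90 and -3.07.

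**Figure D2:**
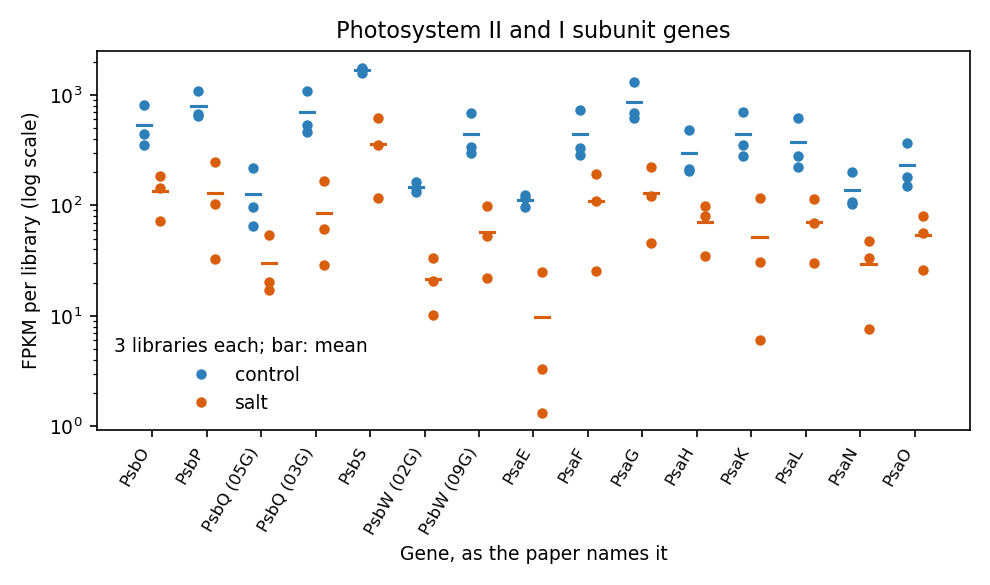
FPKM of 7 photosystem II and 8 photosystem I genes in each library on a log axis, with 3 control and 3 salt libraries per gene as points and their means as bars. In each of the 15 genes the salt libraries lie below the control libraries.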

Although both the PSI and PSII reaction centers are affected by salt stress, studies in cucumber found that PSI is more vulnerable to injury than PSII [98]. Several genes encoding PSI protein complex viz PsaE (ClCG11G010230), PsaF (ClCG01G009000), PsaG (ClCG10G004510), PsaH (ClCG07G013150), PsaK(ClCG01G025030), PsaL(ClCG11G010740), PsaN (ClCG01G015380), and PsaO (ClCG01G011760), along with proteins involved in photosynthetic electron transfer (PetE, PetF, PetH), were also down-regulated confirming inhibition of photosynthetic activities under salt stress. 

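The 8 photosystem I genes named by the paper all fell in salt. PsaE (ClCG11G010230), a stromal subunit at the ferredoxin docking site, had 112 ± 13.8 FPKM (SD, n = 3) in control and 9.87 ± 13.1 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -4.32 (standard error 0.831, adjusted p = 0.00495 from limma). PsaK (ClCG01G025030) had 446 ± 225 FPKM (SD, n = 3) in control and 51.5 ± 58.6 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.84 (standard error 0.922, adjusted p = 0.0117 from limma). PsaG (ClCG10G004510), PsaN (ClCG01G015380), PsaL (ClCG11G010740), PsaO (ClCG01G011760) and PsaH (ClCG07G013150) had log2 fold changes from -2.93 to -2.08. PsaF (ClCG01G009000), which binds plastocyanin, had a log2 fold change of -2.32 (standard error 0.710, adjusted p = 0.0287 from limma); its adjusted p was above 0.05 after median-ratio scaling (0.055) and without control replicate 1, 2 or 3 (0.0553, 0.0564 and 0.0883), in a range from 0.00788 to 0.0883 over all alternatives. The plastocyanin gene (PetE, ClCG05G015390) had a log2 fold change of -3.67 (standard error 1.01, adjusted p = 0.0191 from limma), and was chosen for its description after its values were seen.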

A decrease in electron transfer rate accumulates excess electrons leading to electron leakage, which results in the outbreak of reactive oxygen species (ROS) and damage to the PSII reaction center [99,100]. 

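All 11 genes of the light-harvesting antenna in Table S7 fell in salt at an adjusted p below 0.05 from limma (11 when adjusted over the list alone), with log2 fold changes from -3.69 to -1.76. ClCG03G012070, described as chlorophyll a-b binding protein 8, had 1021 ± 189.6 FPKM (SD, n = 3) in control and 145 ± 159 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.69 (standard error 0.939, adjusted p = 0.0146 from limma). ClCG06G016140 had 674 ± 222 FPKM (SD, n = 3) in control and 106 ± 112 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.61 (standard error 1.05, adjusted p = 0.024 from limma), and its adjusted p was above 0.05 without control replicate 1, 2 or 3 (0.0513, 0.0663 and 0.0689), in a range from 0.00918 to 0.0689 over all alternatives. ClCG09G020650 had a log2 fold change of -3.47 (standard error 1.15, adjusted p = 0.0385 from limma), and its adjusted p was above 0.05 without a filter (0.0542), after median-ratio scaling (0.0592), without the trend (0.051), without control replicate 1, 2 or 3 (0.077, 0.091 and 0.0984) and without salt replicate 3 (0.0568), in a range from 0.0133 to 0.0984 over all alternatives. Without control replicate 3 the number that fell was 7. The list comes from the study's comparison of the same libraries and is not independent evidence. Chlorophyll a-b binding proteins form a family of close paralogs.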

Further, nearly all the proteins (Lhca1 to Lhca5, Lhcb1 to 4, Lhcb7) involved in light-harvesting chlorophyll (LHC) were down-regulated (Figure S8, Supplementary Materials, Table S7). The inactivation of photosynthesis and LHC complex due to salt stress observed in this study is consistent with several studies [56,101,102] and validates the role of PSI and PSII complexes in balancing energy supply and ROS generation under salt stress in watermelon. 

### 3.5. DEGs Associated with Hormonal Regulation

In the present study, the functional analysis identified many DEGs associated with hormone signaling transduction pathways emphasizing the involvement of plant hormones in regulating the response to salt stress in watermelon leaves. We grouped the DEGs into various phytohormone signaling pathways, such as auxin (AUX), cytokinin (CTK), gibberellin (GA), abscisic acid (ABA), ethylene (ETH), brassinosteroid (BR), jasmonic acid (JA), and salicylic acid (SA) (Figure 8, Supplementary Materials, Table S8). Studies have confirmed the reduced auxin levels and decreased auxin transporter expression in plants under saline conditions [103,104]. 

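Genes of auxin signaling mostly fell in salt. Of the 28 genes in Table S8, 26 passed the expression filter; 18 fell, 7 rose and 1 did not pass at an adjusted p below 0.05 from limma (18 fell and 7 rose when adjusted over the list alone). The falls were in TIR1, AUX1, ARF, Aux/IAA and SAUR genes: 7 of 10 Aux/IAA repressor genes, 6 of 7 SAUR genes, 2 of 3 ARF genes, both AUX1 transporter genes tested and the TIR1 receptor gene. The SAUR gene ClCG02G004420 had 25.3 ± 17.7 FPKM (SD, n = 3) in control and 0.257 ± 0.445 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -5.04 (standard error 0.581, adjusted p = 0.000798 from limma). The Aux/IAA gene ClCG05G004660 had 24.9 ± 9.92 FPKM (SD, n = 3) in control and 0.981 ± 0.398 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -4.05 (standard error 0.414, adjusted p = 0.000499 from limma). The receptor gene ClCG09G006450 had a log2 fold change of -2.08 (standard error 0.571, adjusted p = 0.0192 from limma), and its adjusted p was above 0.05 without control replicate 3 (0.0688), in a range from 0.00521 to 0.0688 over all alternatives. The ARF gene ClCG09G009470 had a log2 fold change of -1.31 (standard error 0.433, adjusted p = 0.0375 from limma). Its adjusted p was above 0.05 after median-ratio scaling (0.0917), after quantile normalization (0.104), with array weights (0.0612), with the replicate block (0.0608), without control replicate 1, 2 or 3 (0.0762, 0.0515 and 0.089), without salt replicate 2 or 3 (0.0835 and 0.082) and without the organelle-type gene models (0.0503), in a range from 0.0189 to 0.104 over all alternatives. The number of rises on the list was 4 without control replicate 1, 2 without control replicate 2 and 4 without salt replicate 2. After median-ratio scaling 17 fell and 8 rose. The list was chosen by the study on these libraries, so it is not independent evidence.

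**Figure D3:**
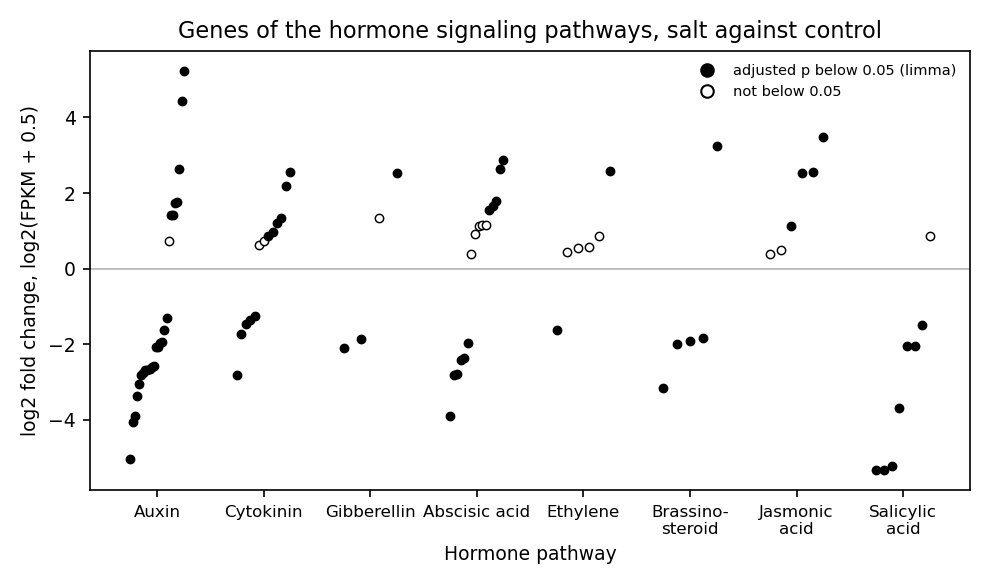
Log2 fold change of salt against control, on the log2(FPKM + 0.5) scale, of each tested gene of Table S8, by hormone pathway; filled points have an adjusted p below 0.05 from limma. In auxin signaling 18 genes fell and 7 rose.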

The expression of most of the genes involved in auxin signal transduction pathways such as auxin transporter protein 1 (AUX1), transport inhibitor response (TIR1), auxin response factor gene (ARF), auxin early response gene (Aux/IAA), and small auxin-up RNAs (SAUR) were significantly down-regulated in response to salt stress. Up-regulation of GH3 genes due to salt stress is consistent with previous studies [105] and is possibly responsible for triggering cellular mechanisms to protect cell auxin homeostasis during changes in extracellular auxin levels. 

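The 3 GH3 genes, whose enzymes bind auxin to amino acids and so take it out of action, all rose in salt (3 when adjusted over the list alone). ClCG05G010400 had 4.25 ± 3.74 FPKM (SD, n = 3) in control and 188 ± 172 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 5.23 (standard error 0.717, adjusted p = 0.00143 from limma). ClCG01G017180 had 4.03 ± 4.73 FPKM (SD, n = 3) in control and 19.3 ± 5.32 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.62 (standard error 0.680, adjusted p = 0.0155 from limma), and its adjusted p was above 0.05 without control replicate 2 (0.0611), in a range from 0.00245 to 0.0611 over all alternatives. ClCG01G017190 had 3.15 ± 1.45 FPKM (SD, n = 3) in control and 163 ± 136 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 4.43 (standard error 1.25, adjusted p = 0.0214 from limma), and its adjusted p was above 0.05 without control replicate 1 or 2 (0.0642 and 0.0632) and without salt replicate 1 or 2 (0.0746 and 0.0706), in a range from 0.000719 to 0.0746 over all alternatives.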

Although cytokinins play an important role in plant growth and development, numerous pieces of evidence indicate both positive and negative effects on stress tolerance. Salt-treated plants showed increased or decreased accumulation of active cytokinins in plants [106,107,108]. In our study, expression of genes CRE1, B-ARR, and A-ARR were up-regulated, while B-ARR was down-regulated due to salt stress. 

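In cytokinin signaling the A-ARR genes, early repressors of the response, rose in salt, and the phosphotransfer genes and part of the B-ARR genes fell. Of 13 genes tested of the 14 in Table S8, 6 rose and 5 fell at an adjusted p below 0.05 from limma (6 and 5 when adjusted over the list alone), and after median-ratio scaling 8 rose and 4 fell (3 after quantile normalization). All 4 A-ARR genes rose, led by ClCG05G026780 with 1.32 ± 0.565 FPKM (SD, n = 3) in control and 9.80 ± 0.179 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of 2.54 (standard error 0.358, adjusted p = 0.00157 from limma). ClCG01G007500 had a log2 fold change of 1.34 (standard error 0.457, adjusted p = 0.0425 from limma), and its adjusted p was above 0.05 with a pseudocount of 0.1 FPKM (0.0532), without a filter (0.0507), with a filter at 2 FPKM (0.0529), without control replicate 1, 2 or 3 (0.143, 0.0704 and 0.0643) and without salt replicate 2 or 3 (0.0894 and 0.114), in a range from 0.0137 to 0.143 over all alternatives. Of the 5 B-ARR genes tested, which are transcriptional activators, 2 rose and 3 fell; the adjusted p of ClCG08G017460, 1 of those that fell, was above 0.05 after quantile normalization (0.0556), without control replicate 1 or 2 (0.0734 and 0.0688) and without salt replicate 1, 2 or 3 (0.0519, 0.0546 and 0.0517), in a range from 0.00812 to 0.0734 over all alternatives. Both AHP genes fell, ClCG05G005660 with a log2 fold change of -2.80 (standard error 0.534, adjusted p = 0.00479 from limma) and ClCG06G005570 with a log2 fold change of -1.46, whose adjusted p was above 0.05 after median-ratio scaling (0.0502) and after quantile normalization (0.0547), in a range from 0.00657 to 0.0628 over all alternatives. The CRE1 receptor genes ClCG01G006710 and ClCG02G002700 had log2 fold changes of 0.72 and 0.63 (adjusted p = 0.202 and 0.12 from limma). Without control replicate 1, 2 or 3, the number of rises on this list was 2. Its genes were picked on these libraries and are not independent evidence.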

The changes in the expression of genes associated with cytokinins are consistent with salt-induced changes in tomato [109,110] and Arabidopsis [108] plants. 

The ABA signaling pathway is associated with salt stress-induced responses and helps plants by reducing the buildup of Na+ and improving osmotic adjustment. 

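In abscisic acid signaling, 3 of the 6 PYR/PYL receptor genes and all 3 SnRK2 kinase genes fell in salt, while 2 other receptor genes rose. ClCG09G009560 (PYR1) had 200 ± 59.2 FPKM (SD, n = 3) in control and 13.7 ± 7.83 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.91 (standard error 0.403, adjusted p = 0.000518 from limma). ClCG10G001620 (PYR1) and ClCG05G008740 (PYL8) had log2 fold changes of -2.81 and -1.96. The SnRK2 genes ClCG01G018600, ClCG02G012860 and ClCG00G001960 had log2 fold changes of -2.78, -2.41 and -2.37, and the adjusted p of ClCG01G018600 was above 0.05 without control replicate 1 (0.0504), in a range from 0.0044 to 0.0504 over all alternatives. Of the 6 PP2C phosphatase genes, which hold SnRK2 kinases inactive, 3 rose, led by ClCG05G007620 with 10.1 ± 5.79 FPKM (SD, n = 3) in control and 74.2 ± 41.3 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of 2.89 (standard error 0.555, adjusted p = 0.00497 from limma); the adjusted p of ClCG05G008820, another of these 3, was above 0.05 with array weights (0.0584) and without salt replicate 1, 2 or 3 (0.0646, 0.0699 and 0.0533), in a range from 0.00722 to 0.0699 over all alternatives. Over all 16 genes of the list, 5 rose and 6 fell at an adjusted p below 0.05 from limma (7 and 6 when adjusted over the list alone); after median-ratio scaling 8 rose and 6 fell, and without salt replicate 2 or 3 the number of rises was 2. The study chose these genes on the same libraries, so the counts are not independent evidence.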

In the present study, three of the ABA receptors (PYR/PYL) and serine/threonine-protein kinase 2 (SNRK2) were significantly down-regulated in salt treatment, suggesting inhibition of the ABA signaling pathway by saline treatments. The only salt-induced changes in the expression of two F-box gibberellin-insensitive dwarf2 (GID2) and transcription factor genes associated with the GA signaling pathway suggest a sub-optimal role of the GA pathway in salt stress-induced responses in watermelon. 

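Of 4 genes of gibberellin signaling in Table S8, 1 rose and 2 fell at an adjusted p below 0.05 from limma (2 rose and 2 fell when adjusted over the list alone). The DELLA gene ClCG05G011570, whose protein represses the gibberellin response, had 4.56 ± 1.93 FPKM (SD, n = 3) in control and 29.2 ± 14.2 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.52 (standard error 0.418, adjusted p = 0.00285 from limma). The GID2 gene ClCG05G020280, of the F-box protein that marks DELLA proteins for breakdown, had 122 ± 20.7 FPKM (SD, n = 3) in control and 33.0 ± 6.37 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -1.87 (standard error 0.245, adjusted p = 0.00121 from limma). The other GID2 gene, ClCG08G016220, had a log2 fold change of 1.33 (adjusted p = 0.0524 from limma), and ClCG02G014630 (PIF3) had a log2 fold change of -2.09 (standard error 0.509, adjusted p = 0.0123 from limma). After median-ratio scaling, and also without salt replicate 2, 2 rose. The list is the study's own choice from these libraries and not independent evidence.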

Although ethylene is a stress hormone regulating numerous stress responses, its specific roles in salt stress tolerance in plants remain unclear [111]. 

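The genes of ethylene perception were slightly higher in salt, within the error of the test. The ETR receptor genes ClCG05G004500 and ClCG11G011170 had log2 fold changes of 0.86 and 0.45 (adjusted p = 0.0828 and 0.254 from limma). CTR1 (ClCG04G009780) had 9.12 ± 1.14 FPKM (SD, n = 3) in control and 13.8 ± 1.52 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.57 (standard error 0.259, adjusted p = 0.103 from limma). Of the 6 ethylene genes in Table S8, 1 rose and 1 fell (1 and 1 when adjusted over the list alone), and after median-ratio scaling 5 rose and 1 fell, both ETR genes and CTR1 among those that rose. The list was picked on these libraries and is not independent evidence.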

In this study, we observed up-regulation of ethylene receptors (ETR) and serine/threonine-protein kinase CTR1 (CTR1), which serve as negative regulators of the ethylene signaling transduction pathway. 

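EIN3 (ClCG00G002220), the transcription factor at the end of the ethylene pathway, had 3.25 ± 0.705 FPKM (SD, n = 3) in control and 4.98 ± 1.21 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.54 (standard error 0.351, adjusted p = 0.229 from limma). It passed after median-ratio scaling, with a log2 fold change of 1.06. The EBF1/2 gene ClCG08G013350, of the F-box protein that removes EIN3, fell, with 95.3 ± 26.9 FPKM (SD, n = 3) in control and 31.3 ± 13.3 FPKM (SD, n = 3) in salt-treated leaves and a log2 fold change of -1.62 (standard error 0.349, adjusted p = 0.00772 from limma).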

On the contrary, a positive regulator of ethylene signal transduction, ethylene-insensitive protein 3 (EIN3), was also up-regulated. 

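The ERF1/2 gene of Table S8, ClCG05G004370, described as ethylene-responsive transcription factor 1B, rose in salt. It had 30.6 ± 15.5 FPKM (SD, n = 3) in control and 182 ± 88.2 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.58 (standard error 0.449, adjusted p = 0.00343 from limma), and every salt library lay above every control library. EIN2 has no gene in Table S8 and was not analysed here.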

No significant differences in expression levels of EIN2 and ERF1/2 genes were observed. Taken together, salt stress seems to have either a negative or trivial impact on the ethylene signaling pathway. 

In the present study, genes involved in the BR pathway viz. 

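Of the 5 brassinosteroid genes in Table S8, 4 fell in salt and 1 rose at an adjusted p below 0.05 from limma (4 and 1 when adjusted over the list alone). The BSK kinase gene ClCG05G002710 had 26.2 ± 0.799 FPKM (SD, n = 3) in control and 2.87 ± 2.10 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -3.16 (standard error 0.430, adjusted p = 0.00141 from limma). BIN2 (ClCG02G017900), the kinase that represses the pathway, had 86.8 ± 2.56 FPKM (SD, n = 3) in control and 24.9 ± 7.88 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of -1.84 (standard error 0.283, adjusted p = 0.00222 from limma). BZR1/2 (ClCG08G015300), the transcription factor that BIN2 inhibits, had a log2 fold change of -2.0 (standard error 0.429, adjusted p = 0.00761 from limma). The co-receptor BAK1 (ClCG09G015090) had a log2 fold change of -1.91 (standard error 0.471, adjusted p = 0.0128 from limma), and its adjusted p was above 0.05 after quantile normalization (0.0644), in a range from 0.0102 to 0.0752 over all alternatives. After median-ratio scaling 4 fell and 1 rose. The list was selected on these libraries, so it is not independent evidence.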

BRI1-associated receptor kinase (BAK1), BR-signaling kinase (BSK), brassinosteroid insensitive 2 (BIN2), and brassinosteroid resistant 1/2 (BZR1/2) were significantly up-regulated, suggesting activation of the BR signaling pathway in response to salt stress. Similar activation of genes involved in the BR signaling pathway during salt stress has been reported in Arabidopsis [112]. 

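The cyclin gene CycD3 (ClCG08G016160), which promotes cell division, rose in salt. It had 3.83 ± 5.05 FPKM (SD, n = 3) in control and 25.4 ± 4.12 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 3.25 (standard error 0.739, adjusted p = 0.00952 from limma). The control libraries lay at 0.665, 1.18 and 9.66 FPKM, below every salt library.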

Up-regulation of the cyclin gene CycD3 in our study is consistent with a study showing similar responses due to the exogenous application of 24-EBR [113]. Although the results confirm the activation of the BR signaling pathway, the exact functional relevance of the BR pathway in salt-induced responses needs further investigation. 

In the JA signal pathway, the expression of jasmonate ZIM domain-containing protein (JAZ) genes and JASMONATE INSENSITIVE 1/MYC2 (JIN1/MYC2) were significantly up-regulated due to salinity, indicating activation of JA signaling transduction by saline stress. 

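JAZ genes, whose proteins repress jasmonate responses and are themselves induced by jasmonate, rose in salt in 4 of 5 cases. ClCG06G001800 had 15.5 ± 12.1 FPKM (SD, n = 3) in control and 172 ± 94.2 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 3.47 (standard error 0.624, adjusted p = 0.00385 from limma). ClCG07G014490 had 28.1 ± 9.48 FPKM (SD, n = 3) in control and 164 ± 32.5 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 2.56 (standard error 0.309, adjusted p = 0.00093 from limma), and ClCG03G014890 had a log2 fold change of 2.53. MYC2 (ClCG10G001590), the transcription factor that JAZ proteins hold inactive, had 31.4 ± 3.10 FPKM (SD, n = 3) in control and 48.9 ± 29.3 FPKM (SD, n = 3) in salt-treated leaves, a log2 fold change of 0.48 (standard error 0.381, adjusted p = 0.318 from limma); it passed after median-ratio scaling. Over the 6 genes of the list 4 rose at an adjusted p below 0.05 from limma (4 when adjusted over the list alone) and all 6 had positive log2 fold changes; after median-ratio scaling 5 rose. Being picked by the study on these libraries, the list is not independent evidence.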

The up-regulation of COI1-dependent JA-responsive JAZ genes due to salt stress has been reported in Arabidopsis [114]. It is plausible to assume that salt stress-induced JA-Ile promotes the interaction of JAZ proteins with COI1, followed by their degradation via the 26S proteasome and de-repression of MYC2 to induce transcription of JA-responsive genes in watermelon.

## 4. Materials and Methods 

### 4.1. Salt Stress Experiment and Photochemical Efficiency Measurement

Watermelon (*C. lanatus* L. cv. Crimson Sweet) seeds were sown in trays filled with a soilless media (Quick Dry Infield Conditioner, Turface Atheletics™, Buffalo Grove, IL, USA) and placed in the greenhouse at the Texas A&M AgriLife Research and Extension Center, Uvalde, TX, USA. Six-week-old seedlings with three fully expanded leaves were carefully lifted out from Turface media, washed under running water, and incubated in 50 mL tubes (VWR^®^, Radnor Corporate Center, Radnor Township, PA, USA) containing 300 mM NaCl and deionized water as a control (Barnstead™ Smart2Pure™ Water Purification System, Thermo Scientific, Waltham, MA, USA). The concentration of NaCl used in this study was previously validated for its sensitivity in watermelon [115,116]. Chlorophyll fluorescence was measured at the end of the experiment using a portable fluorometer (PAR-FluorPen FP 110/D; PSI (Photon Systems Instruments), Drasov, Czech Republic) after dark adaption for 30 min. This measurement was initiated from 1 h after initiation of the treatment and was continued every 2 h. The maximum photochemical efficiency of PSII (Fv/Fm) was calculated according to the manufacturer’s protocol. After 7 h of exposure to salt stress, leaf and root tissue samples were collected from four independent seedlings for each treatment and flash-frozen using liquid nitrogen before storing at −80 ℃ for further processing.

### 4.2. Extraction Method and Quantification of Free Amino Acids with Ultra-Performance Liquid Chromatography-Electron Spray Ionization Tandem Mass Spectrometry (UPLC-ESI-MS/MS)

Approximately 20 mg frozen tissue samples collected into 2 mL microcentrifuge tubes were homogenized into fine powder in a paint shaker (Harbil model 5G-HD paint shaker) using 3 mm stainless steel beads (Demag stainless steel balls, Abbott Ball Company, Inc., West Hartford, CT, USA) to quantify free amino acids. Amino acids were extracted using an established protocol [34] by suspending the homogenized samples in 100 mM cold HCl extraction buffer, followed by incubation on ice (~20 min) and then centrifuging at a speed of 14,609× *g* for 20 min at 4 °C. The supernatants were collected and filtered through a 96-well 0.45-μm-pore filter plate (Pall^®^ Life Sciences Filter, Pall Corporation, Port Washington, NY, USA). The eluents collected in 96-well trap plates were stored at −20 °C for further amino acid quantification. 

The derivatization of filtrates was carried out with an AccQ•Tag 3X Ultra-Fluor™ derivatization kit (Waters Corporation, Milford, MA, USA) following the standard protocol. L-Norvaline (Sigma, St. Louis, MO, USA) was used as an internal standard at a fixed concentration of at 25 pmol/µl. Amino acid calibrators were purchased from Kairos^TM^ Amino Acid Kit (Waters Corporation, Milford, MA, USA). Lyophilized amino acid powder of six amino acid calibrators representing different concentrations (5.0 pmol/µL to 1000 pmol/µL) was reconstituted with 2 mL of 0.1 M HCl to establish detection limits ranging from 0.45 pmol/µL to 90 pmol/µL. Calibration curves were built in TargetLynxTM Application Manager (Waters Corporation, Milford, MA, USA).

UPLC-ESI-MS/MS analysis was performed using a Waters Acquity H-class UPLC system equipped with a Waters Xevo TQ mass spectrometer by using electrospray ionization (ESI) probe. The Waters Acquity H-class UPLC system was composed of an autosampler, a binary solvent manager, a Waters^®^ ACQUITY UPLC^®^ Fluorescence (FLR) detector, a column heater and a Water’s AccQ•Tag Ultra column (2.1 mm i.d. × 140 mm, 1.7 μm particles). The mobile phase consists of water phase (A) (0.1% formic acid *v*/*v*) and acetonitrile (B) (0.1% formic acid *v*/*v*) with a stable flow rate at 0.5 mL/min and column temperature setting at 55 ℃. The gradient of non-linear separation was set as follows: 0–1 min (99% A), 3.2 min (87.0% A), 8 min (86.5% A), and 9 min (5% A). Finally, 2 μL of the derivatized sample was injected onto the column for analysis. IntelliStart software (Waters Corp, Milford, MA, USA) was used to optimize amino acid multiple reaction monitoring (MRM) transitions, collision energy values, and cone voltage. The ESI source was set to 150 °C with the gas desolvation flow rate at 1000 L/h, gas flow cone at 20 L/h, desolvation temperature at 500 °C, the capillary voltage at 2.0 kV, gas collision energy varied from 15 to 30 V, and cone voltage at 30 V for detecting all amino acids. MRM was operated in positive mode. Water’s MassLynx™ 4.1 software was used for instrument monitoring and data acquisition. The data integration, calibration curves, and quantitation (0.45–90 pmol/µL) were carried out with TargetLynx™ Application Manager (Waters Corporation, Milford, MA, USA).

### 4.3. cDNA Library Preparation and RNA-Seq Analysis of Salt-Stressed Seedling Leaves

Six independent libraries were created by using a total of 6 RNA samples from 3 replicate leaf tissues of cv. Crimson Sweet under the control and salt-treated condition. The samples were flash-frozen in liquid nitrogen and ground to a fine powder using 3-mm-diameter steel balls (Abbott Ball, West Hartford, CT, USA) in a paint shaker (Harbil, Wheeling, IL, USA). Total RNA was extracted using an RNeasy^®^ Plant Mini Kit (QIAGEN Sciences, Germantown, MD, USA) as per the manufacturer’s protocol. The purity of the RNA was confirmed using a NanoPhotometer^®^ spectrophotometer (IMPLEN GmbH, Inc., München, Germany). The RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) was used to assess RNA integrity and quantitation. Sequencing libraries were generated using a NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA USA) following the manufacturer’s protocol. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina Hiseq platform, and 150 bp paired-end reads were generated. Raw reads of fastq format were processed to obtain clean reads by removing the adapter, reads containing poly N (reads when uncertain nucleotides constitute more than 10 percent of either read; N > 10%), and low-quality reads (reads when low-quality nucleotides (base quality less than 20) constitute more than 50% of the read). The Qscore (quality value) of over 50% bases of these reads is ≤5) from raw data. At the same time, Q20, Q30, and GC content of the clean data were calculated. Watermelon reference genome version 2 (cv. Charleston Gray) and gene model annotation files were downloaded from CuGenDB (http://cucurbitgenomics.org/). Index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12. HTSeq v0.6.1 was used to count the reads mapped to each gene. FPKM [117] of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of genes was performed using the DESeq R package (1.18.0) [118]. Genes with *p*-value < 0.05 found by DESeq were considered as differentially expressed. Gene ontology (GO) [119] enrichment analysis of differentially expressed genes was implemented using the GOseq R package, in which gene length bias was corrected. GO terms with a *p*-value less than 0.05 were considered significantly enriched by DEGs. To test the statistical enrichment of differential expression genes, KOBAS software in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways database [120] was used. To identify the source of variance in the expressed transcripts between control and salt treatment, and the repeatability of samples within a group, principal component analysis (PCA) was used. PCA was performed using the scikit-learn package [121] and plotted using Matplotlib [122]. The RNA-seq dataset is accessible through GEO Series accession number GSE146087 (https://www.ncbi.nlm.nih.gov/geo/). 

### 4.4. Validation by Quantitative Real-Time PCR

To validate the RNA-seq data, total RNA was extracted from three replicate leaf tissues of salt-stressed seedlings (Crimson Sweet). The expression pattern of selected DEGs was examined using quantitative real-time PCR (RT-qPCR). The gene-specific primers based on the selected unigene sequences (Table S9) were designed using Primer Premier 3.0 software. Total RNA was extracted with the Quick-RNA™ Miniprep Kit (Zymo Research Corporation, Irvine, CA, USA) followed by DNase1 (Zymo Research Corporation, Irvine, CA, USA) treatment, and subjected to reverse transcription using iScript RT Supermix (Bio-Rad Laboratories, Inc., Hercules, CA, USA ). The quality and quantity of the RNA were examined using a Denovix DS-11+ spectrophotometer (DeNovix Inc. Wilmington, DE, USA). Gene expression analysis via reverse transcription-qPCR was performed using a BioRad CFX96 qPCR instrument and by using a SsoAdv Univer SYBR GRN Master Kit (Bio-Rad Laboratories, Inc., Hercules, CA, USA). Watermelon β-actin and α-tubulin5 genes [123] were used as the internal controls, and the relative expression levels (Cq values) for each gene were normalized by taking an average of three biological replicates. The relative expression levels of each gene were calculated using the 2^−ΔΔCt^ method. The primers for qPCR used in this chapter are listed in Supplementary Materials, Table S9.

## 5. Conclusions

In conclusion, this study represents comprehensive information regarding the transcriptome of watermelon seedlings in response to salt stress. The transcriptome profiling generated over 43 million reads from the control and salinity-treated libraries. The transcriptome assembly detected 7622 genes that were expressed differentially in response to salinity. These differentially expressed genes included transcription factors, genes related to primary metabolism, endocytosis, hormonal pathways, and transporters involved in responses to salinity. The gene expression patterns of the TFs identified in this study help in improving our understanding of the significance of transcriptional regulation in watermelon during salt stress. These results provide a basis for future studies aimed at discovering novel genes, their functional validation in model species, and finding molecular mechanisms associated with salt tolerance in watermelon. 

## Figures and Tables

**Figure 1:**
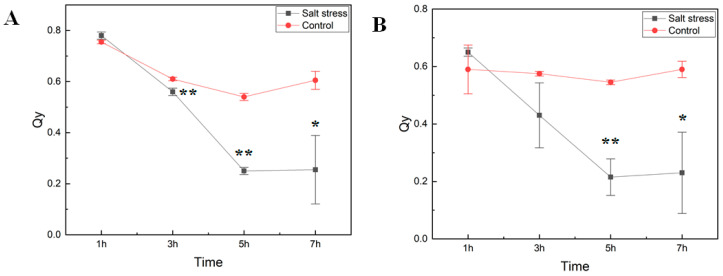
Photosynthetic efficiency of photosystem II. The maximal quantum yield of photosystem II (PSII) photochemistry (Fv/Fm) (**A**) and the efficiency of excitation capture of the open PSII center (Fv’/Fm’) (**B**) in *cv*. Crimson Sweet leaves under salt stress were measured using FluorPen (PAR-FluorPen FP 110/D). Asterisks ** and * represent significant difference at *p* < 0.05 and *p* < 0.1, respectively. Qy, equal to Fv/Fm in the dark (**A**) or light-adapted (**B**) samples, photosystem II efficiency. The error bars represent the standard deviation.

**Figure 2:**
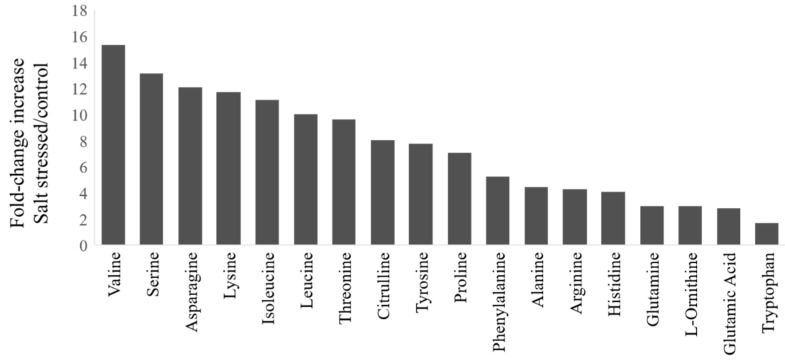
Fold-change increases in amino acids in watermelon leaves due to salt stress: The fold-change in plants treated with NaCl relative to the control group for amino acids showing significant changes (*t*-test, *p* < 0.05). The absolute amino acid quantities were normalized using internal standards and expressed as fold-change relative to control.

**Figure 3:**
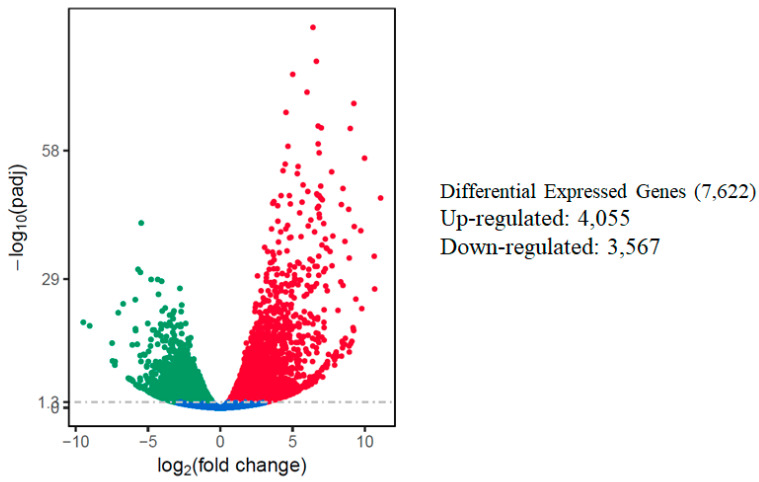
Summary of differentially expressed genes (DEGs) in the watermelon leaves during salt stress. Each point represents a gene; blue dots indicate no significant difference; red dots indicate up-regulated DEGs; green dots indicate down-regulated DEGs. The horizontal axis shows the fold change of genes between different samples (padj < 0.05), and the vertical coordinate indicates the statistically significant degree of changes in gene expression levels at −log10 (padj *p*-value).

**Figure 4:**
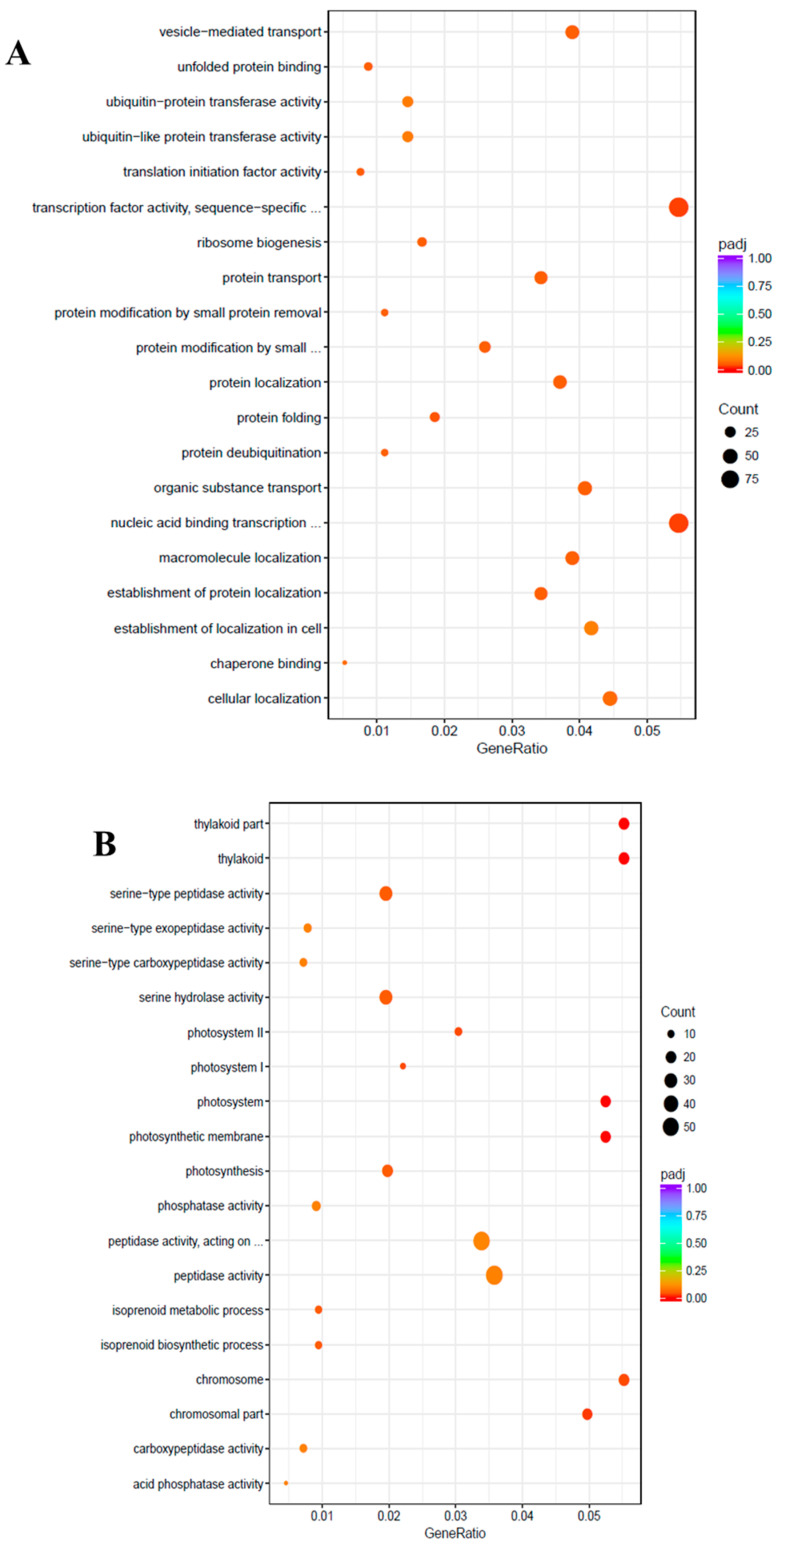
Gene Ontology (GO) enrichment scatter plot. The GO enrichment analysis showing the top 20 enriched functions for up-regulated (**A**) and down-regulated (**B**) DEGs. The horizontal axis is GeneRatio (the ratio between the number of differentially expressed genes in each GO term, and all differentially expressed genes that can be found in the GO database). The vertical axis is the description of GO terms. The significance showing padj *q*-values are shown as a color scale, where the color and size of the dots represent the range of *q*-value, and the number of DEGs mapped to the indicated functions, respectively.

**Figure 5:**
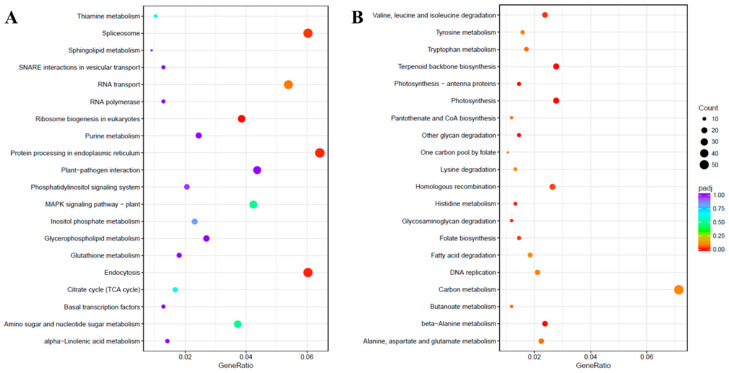
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment scatter plot. The KEGG enrichment analysis showing the top 20 enriched pathways for up-regulated (**A**) and down-regulated (**B**) DEGs. The horizontal axis is GeneRatio (the ratio between the number of differentially expressed genes in each pathway, and all differentially expressed genes that can be found in the KEGG database). The vertical axis is the description of the KEGG term. The significance showing padj *q*-values are shown as a color scale, where the color and size of the dots represent the range of *q*-value and the number of DEGs mapped to the individual pathways, respectively.

**Figure 6:**
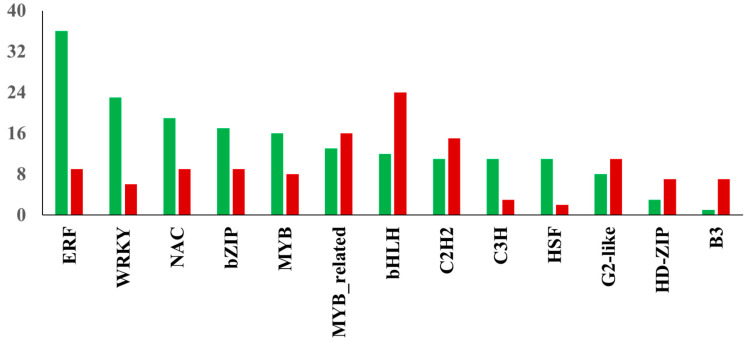
Distribution of transcription factor families. The red and green bars show the total number of down-regulated and up-regulated TFs in the respective family, respectively.

**Figure 7:**
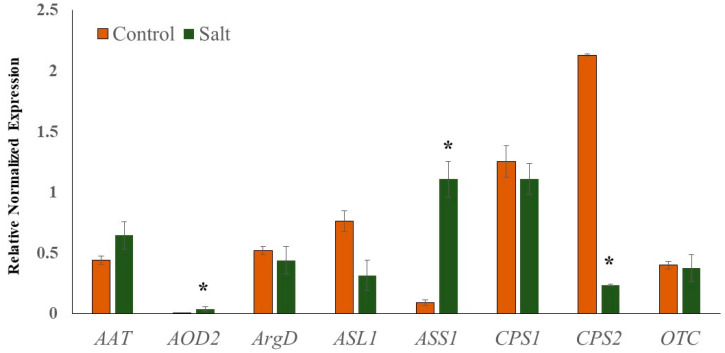
Quantitative real-time PCR (RT-qPCR) analysis.). Relative expression profiles of genes involved in the citrulline metabolic pathways in seedling leaf tissues of Crimson Sweet due to salt stress. The error bars are the means ± SE (*n* = 3), and asterisks (*) represent significant differences between treated and control tissues (*p* < 0.05).

**Figure 8:**
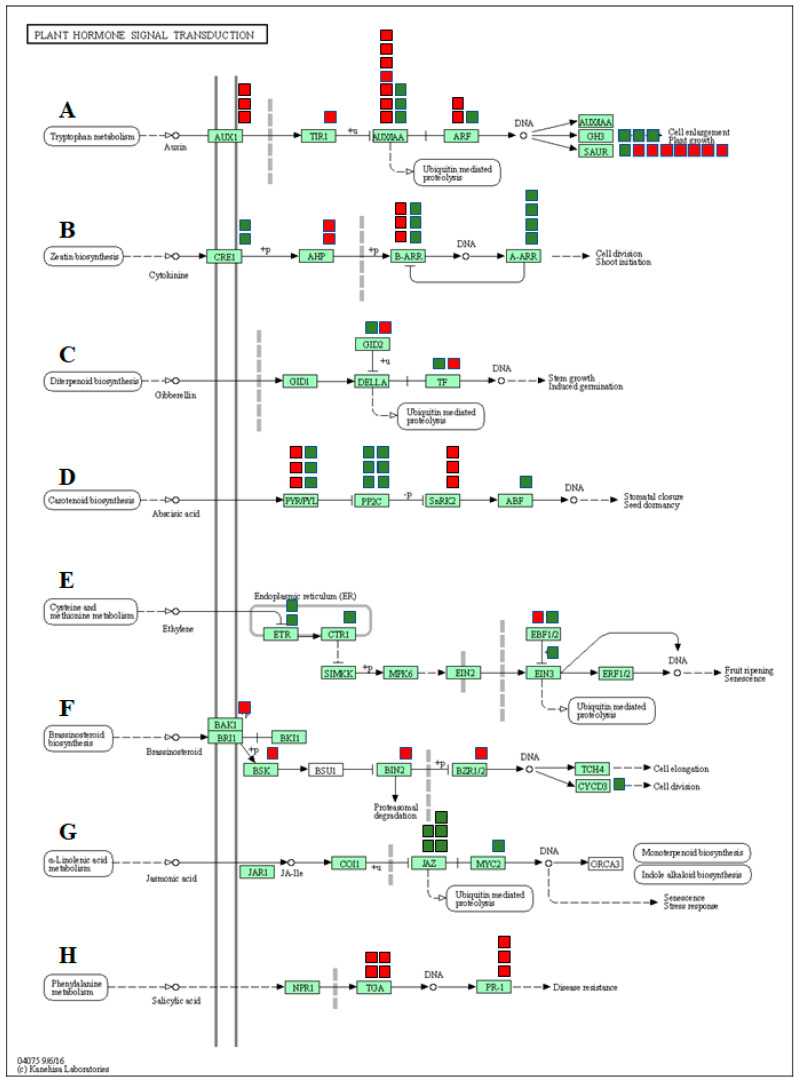
DEGs mapped to the plant hormone signaling transduction pathways in watermelon leaves. (**A**) Auxin signaling pathway, (**B**) cytokinin pathway, (**C**) gibberellin (GA) pathway, (**D**) abscisic acid pathway, (**E**) ethylene signaling pathway, (**F**) brassinosteroid pathway, (**G**) jasmonic acid pathway, (**H**) salicylic acid pathway. The red and green boxes show the number of down- or up-regulated DEGs, respectively.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/17/6036/s1.

## Abbreviations

GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes

How the deposited data were processed for this re-analysis (not part of the article)

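Leaves of watermelon seedlings 6 weeks old were sampled after 7 h in 300 mM NaCl or in deionized water, with 3 libraries per treatment. The labels are in conflict on the treatment, since part of them says drought and another part salt; the paper and the title of the series say salt, and the libraries were taken as salt and control on that ground. All 6 libraries and the only processed file of the series were used.

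The FPKM values were made by the authors and taken as deposited: fragments per kilobase of gene, divided by the fragments of the library, each library on its own, without normalization between libraries. The authors obtained paired-end reads, removed adapter, poly-N and low-quality reads, and aligned the rest to the Charleston Gray genome. For the steps up to their comparison the authors name Bowtie, TopHat, HTSeq and DESeq in the paper, and fastp, HISAT2 2.1.0, featureCounts and DESeq2 in the labels. Which of these made the values is not settled by the file. Reads with several places in the genome are left out according to the paper, which bases FPKM on uniquely mapped reads.

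The fragments behind the values were recovered by finding, for each library, the total and for each gene the length at which all FPKM values turn into whole fragments. Tested on simulated data of 6000 genes, this recovered 6 of 6 library totals and the counts of 99.0% of the genes with a value. In the data the recovered fragments summed to 99.58% to 99.67% of the total of a library. The number of genes above 0 was 17238 to 17784 in control and 17213 to 17756 in salt libraries. The fragments were used for depth and for an alternative fit only, since counts inferred from FPKM are not the authors' counts.

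Genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with an empirical Bayes variance that follows the mean and Benjamini-Hochberg adjustment over all genes tested. A gene was counted as differentially expressed at an adjusted p below 0.05 and an absolute log2 fold change above 1, and as having risen or fallen at an adjusted p below 0.05. On simulated libraries of the same size, with 16599 genes tested, 62 of 100 genes with a log2 change of 1.5 and 86 of 100 with a log2 change of 3 were found, and 4 unchanged genes were called. The changed genes were drawn from those with a control mean of at least 5 FPKM, so the numbers found do not cover weaker genes. All simulated libraries followed the means and spreads of the control libraries, with as many rises as falls and no shift between the groups. The 4 calls therefore do not bear on false calls from a shift between libraries as in the data. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

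Gene lists were the genes of Tables S4 to S9 and of the text, and families by description in the first part of Table S3 (heat shock proteins and chaperones, heat stress transcription factors, ERF, WRKY, NAC, late embryogenesis abundant proteins, aquaporins, transposable elements, and models named for plastid or mitochondrial genes). The study picked them on these libraries, which may hold for the citrulline genes of Table S9 as well. The paper's results present those as genes of a pathway, and its methods as selected differentially expressed genes. Named genes were all that the paper names by identifier and the genes of Table S9. Next came the 10 largest rises and the 10 largest falls among genes that met 3 conditions. These were an adjusted p below 0.05, no overlap between treatments and a mean of at least 5 FPKM in the higher group. In each list, the 3 members with the largest change among those with an adjusted p below 0.05 were named too. Values in the paper's tables had been seen when this rule was set. Genes named outside it are marked where they stand, except genes of the hormone pathways that did not pass. Those are the ETR, CTR1, EIN3, MYC2, CRE1 and NPR1 genes and the GID2 gene ClCG08G016220. They are not among the 200 named genes whose calls are counted over the alternatives.

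These choices, and alternatives for the pseudocount, the filter, the scaling between libraries, the variance model, a block for the replicate number and each library left out, were set before the data were examined. The limma voom fits on recovered fragments were added after seeing the data. The deviations of control and salt libraries with the same replicate number from the means of their groups were correlated across genes at 0.175, 0.105 and 0.128, and those with different numbers at -0.108 to -0.039. The labels and the paper give no pairing, so the number is a hint from the data only, and the fit without a block is the one reported. Sums over a list were compared by a two-sided exact permutation test, whose smallest p for 3 libraries against 3 is 0.1. The citrulline genes were tested as a set with limma's fry and camera. The qRT-PCR, metabolite and chlorophyll fluorescence measurements of the paper have no file in the series and were not analysed, and the enrichment of GO and KEGG terms was not repeated because the annotation of genes to terms was not at hand. Precision is limited by 3 libraries per treatment; the depth adds counting error for genes with few fragments.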

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

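The tests of DNA carried into the libraries, of shared reads and of a factor on whole salt libraries, and the ratio without the largest member, were chosen after the values were seen, and so was the condition that a value must pass its bound by more than the spread between libraries. The 3 gene families below were picked from the part of Table S3 that was at hand, which holds up-regulated genes only. Their direction follows from this selection. Members that fell or did not change are left out of the sums, which raises the ratios. The ratios therefore describe the listed members and not the response of a whole family. The paper does not discuss the first 2 families. It names chaperones in the endocytosis pathway only, and reports protein folding as an enriched term among up-regulated genes.

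Gene models named for plastid or mitochondrial genes summed to 149.1 ± 83.9 FPKM (SD, n = 3) in control and 1662 ± 711 FPKM (SD, n = 3) in salt libraries, a ratio of 11.14 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow); 43 of the 47 tested rose at an adjusted p below 0.05 from limma (45 when adjusted over the list alone), which is not independent evidence. A factor on whole salt libraries moves all genes of a library alike, and the division by the library's fragments in FPKM cancels it. The median log2 fold change of all genes tested, -0.57 (SD 0.1928 between salt libraries), therefore cannot test it. That value shows only that the members did not move with the typical gene. The median of the members after median-ratio scaling, 2.8381 (SD 0.5862 between salt libraries), says nothing on such a factor either. The members were picked as up-regulated, and this scaling lifts salt values. DNA carried into the salt libraries would add genes above 0, and the salt libraries had on average -22 such genes compared with control, within SDs of 300.1 and 302.1, which leaves it open. Reads shared between the organelle genomes and nuclear copies could raise such models, and the share of reads with several places in the genome was higher by 1.857 percentage points in salt in the paper's Table S2, but every salt library lies above every control library, so this cannot be told apart from the treatment, and the paper bases FPKM on uniquely mapped reads. A change in organelle transcripts with salt stays open and was not tested.

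Gene models described by transposable elements (retrotransposons and DNA transposases) summed to 50.0 ± 2.78 FPKM (SD, n = 3) in control and 948.9 ± 237 FPKM (SD, n = 3) in salt libraries, a ratio of 18.97 (exact permutation test, p = 0.1), or 11.36 without ClCG03G015390, a transposase of the PIF / Ping-Pong family with 445.1 ± 51.2 FPKM (SD, n = 3) in salt libraries; 19 of the 23 tested rose at an adjusted p below 0.05 from limma (21 when adjusted over the list alone), which is not independent evidence, and 11 more were below the filter.

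Heat shock protein and chaperone genes had a ratio of summed FPKM of 17.81, with 2901 to 6731 FPKM in control and 57800 to 96440 FPKM in salt libraries.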

How the results depend on the processing

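The limma voom fits on recovered fragments and the sums without their largest member were chosen after seeing the data. Of 200 named genes tested, 178 were differentially expressed or had risen or fallen; 149 of them kept this in every planned setting in which they were tested (144 of these in all 17), 27 lost it without 1 library, 10 under another scaling and 3 with the replicate block, and 0 changed sign in limma. Of the others, 16 passed in at least 1 planned setting, 12 of these under another scaling. The replicate block gave 7293 differentially expressed genes and changed no call of a named gene besides the 4 given with their genes. Genes higher and lower in salt numbered 2095 and 4601 with each library rescaled to a common sum, 3235 and 3094 after median-ratio scaling, 3066 and 3292 after quantile normalization, and 3183 and 2987 with voom and median-ratio library sizes. With the adjusted p alone, 3723 rose and 3464 fell after median-ratio scaling, 3602 rose and 3809 fell after quantile normalization, and 3686 rose and 3314 fell with voom and median-ratio library sizes. Without 1 library at a time, 3685 (without control replicate 2) to 5613 genes fell, where fewer libraries are compared. Of the endocytosis genes, 42 rose after median-ratio scaling, 40 after quantile normalization and 45 with voom and median-ratio library sizes, against 24. The number of antenna genes that fell was 7 to 11 without 1 library, lowest without control replicate 3; that of citrulline genes was 1 to 5 without 1 library and 1 after median-ratio scaling. The citrulline set's fry p lay between 0.03224 and 0.9246 without 1 library, lowest without salt replicates 2 and 3; fry does not use the variance trend, so the setting without it gave the same fry p.

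The first component held 70.83% of the variance with a pseudocount of 0.1 FPKM, 77.745% with a filter at 2 FPKM, 59.466% with genes scaled to unit variance and 84.608% without a log, and in each of these settings it separated salt from control. The second held 10.254% with the pseudocount, 10.14% in values rescaled to a common sum, 14.369% with unit variance and 6.486% without a log, and the third 7.517%, 5.882% with the filter, 7.328% after quantile normalization, 10.655% with unit variance and 4.097% without a log. The mean r between control and salt libraries was 0.7925 without a filter, 0.6012 with a filter at 2 FPKM and 0.3626 without a log. Between control libraries it was 0.9202 with a pseudocount of 0.1 FPKM and 0.8926 without a log, and between salt libraries 0.8949 with that pseudocount, 0.9359 without a filter and 0.9018 with a filter at 2 FPKM. Where not stated above, the cause was not tested. The log2 ratio of the summed FPKM of organelle-type gene models was 3.48 and the median log2 fold change of the members 2.5114, which weights weak models like strong ones. At these depths a gene of 1 kb with 0.5 FPKM rests on about 10 fragments, so that counting error limits weakly expressed genes.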

Differences from the paper's values

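The paper's counts and medians come from its own comparison with other tools, while the values here rest on FPKM without normalization between libraries. The paper's results section gives the thresholds on the adjusted p and the fold change that were used here. Its methods give p below 0.05 without naming an adjustment or a fold change. Alternatives named here were set before the data were examined.

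The paper gives 4055 genes higher in salt, and the value here is 1944; after median-ratio scaling (3235) and quantile normalization (3066) the count is within 1.5 times the paper's, and under the other alternatives, from 1559 to 2128, it is not. The 2128 are at an unadjusted p below 0.05 from limma with the fold threshold, where 7736 genes passed in all, against 7622 in the paper and 7045 at the adjusted p, and 5608 of them were lower, against 3567 in the paper. For amino acid transport the paper gives 45 genes higher in salt, and 28 rose here at an adjusted p below 0.05 without a fold threshold. These counts are over unlike sets. The paper's list names 60 different genes, of which 55 were tested, and 39 of them had a positive log2 fold change. A count of 45 was thus out of reach in the fit reported here. After median-ratio scaling and quantile normalization 38 rose, and 31 did in values rescaled to a common sum, without the variance trend and without the organelle-type gene models, all within 1.5 times; the other alternatives, from 20 to 29, are not.

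The paper's Tables S4 to S8 give a log2 fold change for each gene. The error below is the SD between the libraries of a treatment of the median over the genes of a table, the larger of both treatments; alternatives that drop a gene of the table were left out. Over the 47 endocytosis genes the paper's median is 1.5803 and the one here 0.8163; no alternative comes within the error, and median-ratio scaling gives 1.3676. Over the 10 SNARE genes the paper's median is 1.5892 and the one here 0.9792; median-ratio scaling (1.5477) and quantile normalization (1.4393) come within the error and the others do not. Over 53 amino acid transport genes the paper's median is 1.6612 and the one here 0.9882, and no alternative comes within the error. For 20 terpenoid genes the paper's median is -1.576 and the one here -2.1702; median-ratio scaling (-1.6207), quantile normalization (-1.8177) and leaving out salt replicate 2 (-1.9421) come within the error, the others do not.

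For the hormone pathways, the paper's medians and those here are -1.2949 and -1.9144 over 5 brassinosteroid genes, 1.4853 and 0.7182 over 13 cytokinin genes, 1.1766 and 0.5537 over 6 ethylene genes, 0.3506 and -0.2717 over 4 gibberellin genes, 2.3544 and 1.8301 over 6 jasmonate genes, and -2.2629 and -2.8767 over 8 salicylic acid genes. Quantile normalization comes within the error for all 6 of them, and median-ratio scaling for all except cytokinin. Over 26 auxin genes it is the other way: the paper's median is -2.0796 and the one here -2.0752, within the error, while median-ratio scaling (-1.6445), quantile normalization (-1.703) and a pseudocount of 0.1 FPKM (-2.7729) are outside it. Leaving out salt replicate 2 also comes within the error for brassinosteroid (-1.6525) and gibberellin genes (0.0485). For jasmonate genes so do values rescaled to a common sum (1.9272), leaving out control replicate 2 (1.9484) or 3 (1.9287) and leaving out the organelle-type gene models (1.9302). A pseudocount of 1 FPKM (-2.6149) and leaving out salt replicate 3 (-2.6779) do so for salicylic acid genes. For the 6 pathways listed first, the remaining alternatives do not come within it. Over 16 abscisic acid genes the value here, 1.0205, lies within the error of the paper's 1.6397. A pseudocount of 1 FPKM (0.8048) and array weights (0.7838) are outside it. So is leaving out control replicate 1 (0.8851) or 3 (0.6139) or salt replicate 2 (0.6442). For photosynthesis and antenna genes only leaving out salt replicate 1 (-3.2861 and -3.4822) is outside the error. Tables S4 to S8 hold 246 genes with a value here. Their median difference from the paper's value is -0.5967, and -0.0326 after median-ratio scaling, and 0 have the opposite sign. Over 1886 genes of the part of Table S3 at hand the median difference is -0.6443, and -0.0971 after median-ratio scaling. Most of this offset is thus absent once the libraries are scaled by median ratio. Of the 246 genes, 26 have an absolute log2 fold change below 1 in the paper's tables, although its text gives a threshold of 1.

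The paper's text describes the genes for BAK1, BSK, BIN2 and BZR1/2 as raised by salt, and all 4 fell here (log2 fold changes from -3.16 to -1.84), as they do in its own Table S8. It describes ERF1/2 as without a difference, and ClCG05G004370 rose here (log2 fold change 2.58). Of the abundant spermidine synthase genes that it describes as raised, ClCG05G008800 fell (log2 fold change -2.42) and ClCG05G025220 did not pass (0.27); SAMDC rose as in the paper. Further genes described as raised did not pass the test here: of those, the ETR, CTR1 and EIN3 genes of ethylene signaling, MYC2, the CRE1 genes, 3-phosphoglycerate dehydrogenase, both Rab genes that missed the threshold, clathrin, the adaptor and kinase genes, ClCG10G001580, ClCG01G025140, ClCG11G018450 and syntaxin-52 passed after median-ratio scaling, and the phospholipase D gene ClCG00G000210 and ClCG07G011900 after quantile normalization. The paper calls ClCG10G001580, ClCG07G011900 and ClCG10G021000, which rose, ADP-ribosylation factors, and ClCG01G025140, ClCG11G018450 and ClCG01G014890 exchange factors; all 6 are described in the gene annotation as GTPase-activating proteins of such factors. Threonine dehydratase passed with the replicate block, and the glutamate decarboxylase gene ClCG00G006020, below the expression filter here, passed without a filter. Ornithine decarboxylase (log2 fold change 0.60) and syntaxin ClCG07G004070 (0.24) passed in none of the alternatives, and neither did ClCG01G014890, listed at 0 in the control libraries.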

Other observations

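The paper gives 8 genes of salicylic acid signaling in Table S8 without discussing them. Of these, 7 fell at an adjusted p below 0.05 from limma (7 when adjusted over the list alone), 6 after median-ratio scaling and without control replicate 1, 2 or 3 or salt replicate 3; the study picked them on these libraries, so the count is not independent evidence. The 3 genes that Table S8 assigns to PR-1, a pathogenesis-related protein and marker of salicylic acid responses, had log2 fold changes from -5.32 to -5.22. Of these, ClCG02G007190 and ClCG02G007210 are described in the gene annotation as cysteine-rich venom proteins. ClCG02G007210 had 232 to 3770 FPKM in control libraries. Its adjusted p from limma was above 0.05 without control replicate 1 (0.0749) or 2 (0.0681), in a range from 0.00752 to 0.0749 over all alternatives. There were 4 genes for TGA transcription factors, with log2 fold changes from -3.70 to -1.48. NPR1, the receptor gene ClCG10G016010, had a log2 fold change of 0.85 (adjusted p = 0.102 from limma), and rose after median-ratio scaling (log2 fold change 1.39, adjusted p = 0.0152 from limma), after quantile normalization and without salt replicate 2.

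Late embryogenesis abundant proteins and dehydrins protect cells that lose water. Of 14 such genes tested from the part of Table S3 at hand, 11 rose (13 when adjusted over the list alone), and all 14 had positive log2 fold changes in limma; of 5 aquaporin genes, which code for water channels, 3 rose (4 when adjusted over the list alone), but each of these 3 had an adjusted p above 0.05 without control replicate 1 and without control replicate 2 (from 0.0502 to 0.11 in limma), and the number of rises was 1 without salt replicate 2 and 2 without salt replicate 3. These genes are up-regulated in the study's own comparison of these libraries, so the counts are not independent evidence. The gene ClCG04G002110, described as seed maturation protein LEA 4, was listed at 0 in all control libraries and had a mean of 22.4 FPKM in salt libraries. Of 691 gene models added by the authors and tested, 140 rose and 135 fell at an adjusted p below 0.05 from limma.

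More genes were lower than higher in salt in the FPKM values, with a median log2 fold change of -0.57; the requirement that a value pass its bound by more than the spread between libraries was added after the tests were run. Lower depth in the salt libraries is argued against, since the 6139 genes with a mean of at least 20 FPKM had a median of -0.4829 (SD 0.1352 between salt libraries). A gene length bias stays open: the 25% shortest genes had a median of -0.61 and the 25% longest -0.3982, with an SD of 0.2826 between salt libraries. A few very abundant genes may account for part of the shift, since the 500 most abundant genes took 49.6% to 59.7% of the FPKM in salt and 44.6% to 47.3% in control libraries, and with each library rescaled to the sum outside its own 500 most abundant genes the median of all genes tested was -0.2772, at the bound of -0.285 set for this test and well within the SD of 0.1928. A true decrease of most transcripts with salt was not tested, as FPKM values carry no absolute scale.

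The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 7045 genes with the fold threshold, 7950 with the adjusted p alone and 417 members of the gene lists, and in limma the highest of the other splits was 0 for each, so that 1 split gave a result as large. At an unadjusted p below 0.05 the real split had 9370 genes. The other 3 splits that part all 3 pairs of the same replicate number had 55, 115 and 171, and the 6 that part 1 pair had 111 to 297.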
